# Accurate identification of circRNA landscape and complexity reveals their pivotal roles in human oligodendroglia differentiation

**DOI:** 10.1186/s13059-022-02621-1

**Published:** 2022-02-07

**Authors:** Yangping Li, Feng Wang, Peng Teng, Li Ku, Li Chen, Yue Feng, Bing Yao

**Keywords:** CircRNAs, MicroRNAs, Oligodendroglia, OL Differentiation

## Abstract

**Background:**

Circular RNAs (circRNAs), a novel class of poorly conserved non-coding RNAs that regulate gene expression, are highly enriched in the human brain. Despite increasing discoveries of circRNA function in human neurons, the circRNA landscape and function in developing human oligodendroglia, the myelinating cells that govern neuronal conductance, remains unexplored. Meanwhile, improved experimental and computational tools for the accurate identification of circRNAs are needed.

**Results:**

We adopt a published experimental approach for circRNA enrichment and develop CARP (CircRNA identification using A-tailing RNase R approach and Pseudo-reference alignment), a comprehensive 21-module computational framework for accurate circRNA identification and quantification. Using CARP, we identify developmentally programmed human oligodendroglia circRNA landscapes in the HOG oligodendroglioma cell line, distinct from neuronal circRNA landscapes. Numerous circRNAs display oligodendroglia-specific regulation upon differentiation, among which a subclass is regulated independently from their parental mRNAs. We find that circRNA flanking introns often contain *cis*-regulatory elements for RNA editing and are predicted to bind differentiation-regulated splicing factors. In addition, we discover novel oligodendroglia-specific circRNAs that are predicted to sponge microRNAs, which co-operatively promote oligodendroglia development. Furthermore, we identify circRNA clusters derived from differentiation-regulated alternative circularization events within the same gene, each containing a common circular exon, achieving additive sponging effects that promote human oligodendroglia differentiation.

**Conclusions:**

Our results reveal dynamic regulation of human oligodendroglia circRNA landscapes during early differentiation and suggest critical roles of the circRNA-miRNA-mRNA axis in advancing human oligodendroglia development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-022-02621-1.

## Background

Circular RNAs (circRNAs) are a large class of single-stranded, stable, functional RNAs in mammalian cells that have a closed-loop structure [1–5]. CircRNAs are derived from the covalent joining of a downstream 5′ splice donor to an upstream 3′ splice acceptor via a previously underappreciated pre-mRNA splicing mechanism, known as “back-splicing.” Compelling evidence shows that circRNAs play sophisticated biological roles, including regulation of pre-mRNA splicing, miRNA sponging, RNA binding protein (RBP) sequestration, and IRES-mediated cap-independent translation to produce short peptides [6–9]. The molecular mechanisms underlying circRNA biogenesis are attributed to *cis*-regulatory elements, such as the repetitive *Alu* sequence and *trans*-acting RBPs that flank the circular exon in the pre-mRNA. Both mechanisms could help to bring back splicing junction (BSJ) sites into proximity for efficient splicing [10–12]. Recent studies also indicated that RNA adenosine to inosine (A-to-I) editing is located within the *Alu* sequence, interfering with inverted and repeated *Alu* pairs to influence circRNA biogenesis [13, 14].

While circRNAs are widespread in metazoans with generally low levels of expression, many circRNAs are highly enriched in specific tissues, such as the brain, and exhibit cell type-specific expression and function [14]. Specifically, abundant circRNAs are expressed in brain neurons and dynamically regulated during differentiation [14, 15]. Of note, numerous circRNAs are specifically expressed in the human brain [16]. Despite the well-documented neuronal and synaptic circRNAs that display abnormalities in brain diseases [17, 18], a comprehensive and precise understanding of the circRNA landscape and its downstream biological pathways in the human brain is still missing. Moreover, circRNAs were recently found in glia cells isolated from the post-mortem adult brains [19], including oligodendroglia (OL) that are responsible for myelinating neuronal axons to achieve rapid information flow in the brain [20]. Furthermore, alternative splicing is extensive in OLs that govern myelin development [21], and OL defects underlie neurodevelopmental and neurological diseases represented by schizophrenia and multiple sclerosis [22–24]. Therefore, the regulation and function of circRNAs in human OL development warrant rigorous investigation. Nonetheless, due to the difficulty in obtaining human OLs in culture, understanding circRNA biology in human OL development is a prevailing challenge.

Accurate and precise identification of the circRNA landscape relied on RNA-seq data but faced technical challenges. Reads spanning the circRNA specific BSJ sites are the only means for distinguishing circRNAs from their parental transcripts [10, 15, 25–28]. Because BSJ reads only account for a small portion of RNA-seq reads and do not map to the genomic index, the identification and quantification of circRNAs suffer from low power and sensitivity and are thus prone to high false discovery rates [4, 29]. RNase R treatments have been widely used to degrade linear RNA for circRNA enrichment to identify circRNAs of low abundance [11, 30, 31]. However, some transcripts were resistant to RNase R, owing to their lack of single-strand 3′ overhang or possession of secondary structures such as the G-quadruplex (G4) [32]. One recent study employed the addition of poly-A tails in vitro followed by RNase R treatment in optimized buffer conditions by replacing K^+^ to Li^+^ (refer to A-tailing approach hereafter) and achieved the best linear transcripts removal in an experimental setting to date [32].

On the other hand, the comparison of BSJ reads-based computational methods resulted in only a modest overlapping, again suggesting a high false discovery rate of circRNA identification by solely relying on BSJ reads [29]. Although constructing a circRNA pseudo-reference for re-aligning RNA-seq reads achieved more accurate and sensitive circRNA identification [33], pseudo-reference mapping requires a more thorough removal of reads from linear transcripts to reduce the false-positive rate [33]. Furthermore, because circRNAs that harbor the same BSJ can contain multiple exons and even retained introns, BSJ reads-based methods cannot parse circRNA full-length information and internal structural variations, which is critical for circRNA function [34]. One in silico approach used split alignments of the reads pair with BSJ reads to reconstruct circRNA full-length from RNA-seq data despite the challenge for longer circRNAs due to the nature of short reads length from Illumina sequencing [35]. Recently, Nanopore long-read sequencing was performed to find circRNA full-length and alternative splicing events within the circRNA body but was restricted by low read depth [36, 37]. Also, alternative circularization can generate multiple circRNAs within a single gene that share the same BSJ site, showing the complicated diversity of circRNA biology [10, 38]. These “clustered” circRNAs share partial common sequences and may function additively in sponging miRNAs or RBPs, yet their potential coordinating roles are often overlooked. A multi-functional computational framework optimized for A-tailing datasets is needed to identify and quantify circRNAs accurately and cost-effectively.

We developed CARP (CircRNA identification using A-tailing RNase R approach and Pseudo-reference alignment), a comprehensive computational framework for circRNA identification and quantification using A-tailing RNase R RNA-seq data. Using CARP, we systematically interrogated circRNA landscape in an human OL cell line called HOG and identified circRNA dynamic regulation specifically during human OL differentiation. Some circRNAs appeared to be regulated independently of their parental mRNAs during differentiation possibly through flanking intron-associated RBPs or adenosine-to-inosine (A-to-I) RNA editing within *Alu* repetitive elements. Multiple circRNAs regulated upon HOG differentiation could potentially advance OL differentiation via influencing miRNA activities and downstream gene expression.

## Results

### Effective and accurate circRNA identification and quantification by CARP

In order to enrich circRNAs in RNA-seq data, we first adopted a recently published method with the addition of poly-A tails in vitro followed by RNase R treatment in Li^+^ buffer (A-tailing approach hereafter) to remove linear RNAs [32]. 

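HEK293T is a human embryonic kidney cell line that expresses the SV40 large T antigen, and SH-SY5Y is a human neuroblastoma cell line. For each cell line, 4 rRNA-depleted RNA-seq libraries were made, with 1 library per treatment. The treatments were untreated total RNA, RNase R in K+ buffer, RNase R in Li+ buffer, and in vitro A-tailing followed by RNase R in Li+ buffer. RNase R degrades linear RNA from its 3′ end, and G-quadruplexes (G4s), which are stacks of paired guanines, are held together by K+ ions more firmly than by Li+ ions. The libraries were nondirectional and were sequenced as paired 150-base reads, and every library passed the target depth given in the paper's methods. The authors mapped the reads to GRCh38/hg38 with TopHat2, counted the reads on the last exon of each gene with bedtools, and deposited RPKM values, scaled to the total sequencing reads of the library and to the exon length. The last exon stands for the linear RNA of a gene in these values.

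The deposited RPKM values of lowly expressed genes were whole multiples of a step, from which the total and the read numbers behind the values were recovered. The total reads were 111051668 (untreated), 110958386 (RNase R (K+)), 102830204 (RNase R (Li+)) and 133234902 (A-tailing RNase R (Li+)) in HEK293T. In SH-SY5Y they were 108161872, 115099620, 116615456 and 122998764 in the same order. Counts summed over the listed last exons were 26.7%, 22.4%, 35.4% and 20.7% of these totals in HEK293T, and 24.5%, 23.6%, 33.0% and 21.4% in SH-SY5Y. A read that fits several exons can count more than once in these sums. The steps also showed that the length in the authors' values was the exon length plus 150 bases. With 1 library per treatment and cell line there is no replicate check of any difference between treatments. No p-value across genes was computed, because genes are not replicates of a treatment. The intervals below are 95% intervals over genes (Wilson intervals of a share, and order-statistic intervals of a median) or, for a single gene, of its read numbers. They describe these libraries and hold no spread between RNA preparations. Reads without molecular identifiers are not independent molecules, so the intervals of single genes cover counting error only.

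Changes are differences of log2(RPKM + 0.1), a scale that understates the change of low genes. Protein-coding genes (mRNAs) entered when their mean over the 4 libraries of the cell line was at least 1 RPKM, which left 8546 mRNAs in HEK293T and 8666 in SH-SY5Y. Because each value is relative to the total reads of its library and no spike-in enters these values, an RNA that is left untouched rises when other RNAs are removed.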

Total RNA extracted from HEK293T and SH-SY5Y cells was used to test efficiency. 

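From untreated RNA to RNase R (K+), the median log2 change of mRNAs was -1.27 in HEK293T (interval -1.32 to -1.22) and -1.38 in SH-SY5Y (-1.43 to -1.32). In HEK293T, 4792 of 8546 mRNAs (56.1%, Wilson interval 55.0% to 57.1%) were at least 2-fold lower and 457 (5.35%) were at least 2-fold higher. In SH-SY5Y, 4940 of 8666 mRNAs (57.0%, 56.0% to 58.0%) were at least 2-fold lower and 853 (9.84%) were at least 2-fold higher. Any fall was seen for 78.4% of mRNAs in HEK293T and 75.3% in SH-SY5Y. The share moved most with a 4-fold threshold, to 33.7% and 38.3%. With median-of-ratios scaling in place of the total reads, it was 36.4% and 39.2%.

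ACTB encodes beta-actin, and its last exon, exon 6, lies on chromosome 7 of GRCh38 from 5527148 to 5527891. It was at 149 RPKM (14780 reads) in untreated HEK293T RNA and at 23.3 RPKM (2313 reads) after RNase R (K+), a log2 change of -2.67 (counting interval -2.74 to -2.61). In SH-SY5Y it was at 484 RPKM (46830 reads) and 40.9 RPKM (4205 reads), a log2 change of -3.56 (-3.61 to -3.52). Of 1557 genes with a mean of at least 5 RPKM in both cell lines, 1430 changed in the same direction in both. The genes that fell most among them were NACA (last exon on chromosome 12, 56712427 to 56712552) and RPS27A (chromosome 2, 55235428 to 55235853). NACA fell by 4.54 in HEK293T and by 5.15 in SH-SY5Y on the log2 scale, and RPS27A fell by 4.50 and by 5.16. CCDC9 (chromosome 19, 47271274 to 47271953) and BAX (chromosome 19, 48961532 to 48961798) rose most, with log2 changes of 2.63 and 3.00 for CCDC9 and of 2.63 and 3.58 for BAX. The last exons of CCDC9 and BAX each hold 1 G4 motif, and those of NACA and RPS27A hold 0. For BAX this is the exon of the canonical transcript, 267 bases long. Its length does not match that behind the authors' values, so the counted exon may lack the motif.

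Across the 7267 mRNAs measured in both cell lines, the change from untreated to RNase R (K+) in one cell line correlated with that in the other at a Pearson's r of 0.908 (Spearman's rho 0.917). The r was 0.972 for RNase R (Li+) against untreated. These correlations are across genes, which are not independent replicates.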

The majority of linear mRNAs were degraded in RNase R treatment with traditional K^+^ buffer (Fig. 1a; Additional file 1: Figure S1A). Also, linear RNAs that harbor G4 structures thus are RNase R-resistant in K^+^ buffer were efficiently degraded when switching to Li^+^ buffer (Fig. 1b; Additional file 1: Fig. S1B). Moreover, RNAs that lack 3′ poly-A tails but harbor unique 3′ end structures, such as histone mRNAs, could only be degraded by combined A-tailing and RNase R treatments (Fig. 1c; Additional file 1: Fig. S1C). In contrast, an example circRNA, circSMARCA5 (hsa_circ_0001445) [39], was not affected by A-tailing approach (Fig. 1d; Additional file 1: Fig. S1D). 

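The paper's text does not name its G4 genes, so mRNAs were taken as G4 genes when the last exon holds 4 runs of at least 3 guanines separated by loops of 1 to 7 bases on the transcribed strand of GRCh38. Of 2843 such genes, 1490 passed the expression filter in HEK293T and 1608 in SH-SY5Y. Per total reads, their median changed little from untreated to RNase R (K+). It changed by 0.15 on the log2 scale in HEK293T (interval 0.10 to 0.20) and by 0.14 in SH-SY5Y (0.05 to 0.19). The median of the mRNAs without such a motif, histone genes left out, was -1.59 and -1.72 in the same comparison. The G4 medians rose to 0.91 and 0.87 with each library scaled to the same sum over all listed genes. With median-of-ratios scaling they rose to 0.99 and 1.07.

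From RNase R (K+) to RNase R (Li+), the median log2 change of G4 genes was -0.71 in HEK293T (-0.77 to -0.66), and 1253 of the 1490 genes were lower. In SH-SY5Y it was -0.26 (-0.32 to -0.20), and 972 of the 1608 genes were lower. The other mRNAs changed by -0.96 in HEK293T and by -0.23 in SH-SY5Y. Among 10000 random lists of mRNAs of the same size and mean expression, all 10000 had a median as low as that of the G4 genes in HEK293T, where the median of the lists was -0.90. In SH-SY5Y, 17 of the 10000 lists did, and the median of the lists was -0.19. With lists matched on the GC content of the last exon in place of mean expression, a comparison chosen after the data had been seen, the medians of the lists were -0.58 and -0.08, and 0 of 10000 lists were as low in either cell line. These percentiles describe these libraries, with no replicate check. The last exons of G4 genes had a median GC content of 54.5% in HEK293T and 55.0% in SH-SY5Y, against 43.3% and 43.9% for the other mRNAs. When each library was scaled to the same sum over all listed genes, which moved the G4 medians most, they were -2.14 and -1.73. Median-of-ratios scaling changed their direction, to 0.18 and 0.03.

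SH3BP5 encodes an SH3 domain binding protein, and its last exon, exon 9, lies on chromosome 3 from 15254353 to 15256303 and holds 1 motif. In HEK293T it was at 6.52 RPKM (1519 reads) untreated, 10.3 RPKM (2401 reads) in RNase R (K+) and 1.45 RPKM (312 reads) in RNase R (Li+). The log2 change from K+ to Li+ was -2.75, with a counting interval of -3.01 to -2.66 from the reads without the added 0.1. In SH-SY5Y the values were 4.43 RPKM (1006 reads), 12.4 RPKM (2991 reads) and 1.90 RPKM (464 reads), and the log2 change from K+ to Li+ was -2.64 (-2.85 to -2.57).

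Of the 1557 genes with a mean of at least 5 RPKM in both cell lines, ARPC3 (chromosome 12, 110434823 to 110435217) and PICALM (chromosome 11, 85957175 to 85959060) fell most from K+ to Li+. ARPC3 fell by 3.79 in HEK293T and by 3.64 in SH-SY5Y, and PICALM fell by 3.46 in both. Neither last exon holds the motif, and the PICALM transcript holds 1 elsewhere. Both exons are those of the canonical transcript and differ in length from the exons the authors counted. HIST2H4A and HIST2H4B (H4C14 and H4C15), both histone H4 genes, rose most, by 4.38 and 6.73. These 2 genes have the same value in every library and count as 1 measurement.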

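Replication-dependent histone mRNAs end in a stem-loop and carry no poly-A tail. Of 72 listed genes, 52 passed the expression filter in HEK293T and 64 in SH-SY5Y. Histone genes have near-identical copies, and the authors' counting could split or share their reads. From RNase R (Li+) to A-tailing RNase R (Li+), their median log2 change was -2.30 in HEK293T (interval -2.88 to -1.89), and 50 of 52 genes were lower. In SH-SY5Y it was -4.08 (-4.41 to -3.71), and 62 of 64 genes were lower. None (0) of 10000 random lists of mRNAs of the same size and mean expression had a median as low in either cell line, and the medians of the lists were 0.25 and 0.07. Scaling each library to the same sum moved these medians most, to -0.76 in HEK293T and -2.45 in SH-SY5Y. The 9 measured genes of polyadenylated histone variants changed by -0.02 in HEK293T (-0.57 to 0.45) and -0.31 in SH-SY5Y (-0.98 to 0.18) in the same step, with intervals that include no change, and by 1.48 and 1.27 under the same-sum scaling.

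Against untreated RNA, the median of the histone mRNAs was -1.38 in RNase R (K+), 0.11 in RNase R (Li+) and -2.14 with A-tailing in HEK293T. The interval in RNase R (Li+), -0.42 to 0.58, includes no change, and the median there was -0.63 under the same-sum scaling and 1.92 under median-of-ratios scaling. In SH-SY5Y the medians were -3.47, 1.89 and -2.08. In RNase R (K+), 50 of 52 histone mRNAs in HEK293T and 64 of 64 in SH-SY5Y were lower than untreated, and both medians stayed below 0 under each scaling.

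HIST1H4J (H4C11) encodes histone H4 and is a single exon on chromosome 6 from 27824092 to 27824480. In HEK293T it was at 1135 RPKM (63805 reads) untreated, 1261 RPKM (70823 reads) in RNase R (K+), 5857 RPKM (304734 reads) in RNase R (Li+) and 525 RPKM (35361 reads) with A-tailing. In SH-SY5Y the values were 316 RPKM (17307 reads), 64.3 RPKM (3746 reads), 3036 RPKM (179128 reads) and 131 RPKM (8147 reads). Its log2 change from Li+ to A-tailing was -3.48 in HEK293T (counting interval -3.50 to -3.47) and -4.53 in SH-SY5Y (-4.57 to -4.50). Its change from untreated to A-tailing was -1.11 and -1.27, and median-of-ratios scaling turned these to 0.53 and 0.02. By the rule for named genes, HIST1H4B (H4C2, chromosome 6, 26026896 to 26027283) fell most from Li+ to A-tailing, by 5.12 in HEK293T and by 5.78 in SH-SY5Y, followed by HIST2H4A (chromosome 1, 149832657 to 149833052), which fell by 4.57 and by 5.20. UNG (chromosome 12, 109109829 to 109110992) and PET100 (chromosome 19, 7631473 to 7631624) rose most, with log2 changes of 1.01 and 1.22 for UNG and of 1.26 and 0.95 for PET100.

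**Figure D1:**
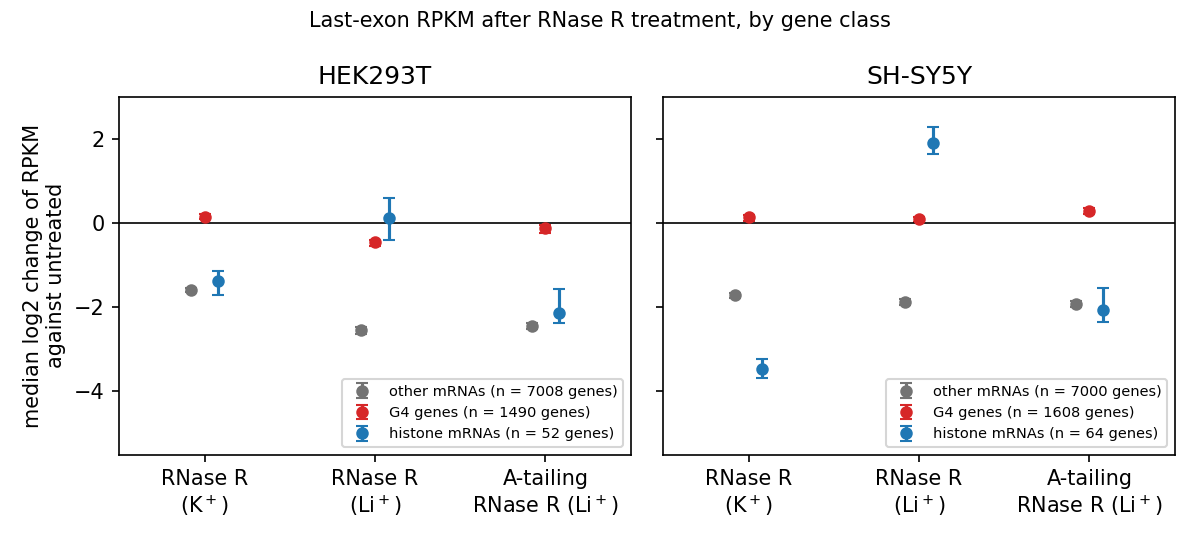
Median log2 change of last-exon RPKM against untreated RNA (vertical axis) in each RNase R treatment (horizontal axis) for G4 genes, histone mRNAs and other mRNAs, with 1 library per treatment and cell line. Points are medians over genes and bars are 95% order-statistic intervals over genes. In SH-SY5Y the histone mRNAs lie at -3.47 in RNase R (K+), 1.89 in RNase R (Li+) and -2.08 with A-tailing, and the HEK293T point in RNase R (Li+), 0.11, lies at -0.63 when libraries are scaled to the same sum and at 1.92 under median-of-ratios scaling. The G4 points in RNase R (K+) are 0.15 in HEK293T and 0.14 in SH-SY5Y. They lie at 0.99 and 1.07 under median-of-ratios scaling and at 0.91 and 0.87 under the same-sum scaling. The G4 points in RNase R (Li+), -0.46 in HEK293T and 0.10 in SH-SY5Y, lie at 1.27 and 1.31 under median-of-ratios scaling and at -1.16 and -0.66 under the same-sum scaling. With A-tailing, the G4 point of HEK293T, -0.13, lies at 1.44 and 0.66 under these scalings.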

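From untreated RNA to A-tailing RNase R (Li+), 5553 of 8546 mRNAs in HEK293T were at least 2-fold lower (65.0%, Wilson interval 64.0% to 66.0%), and the median log2 change of mRNAs was -2.0 (interval -2.08 to -1.92). In SH-SY5Y, 4933 of 8666 mRNAs were at least 2-fold lower (56.9%, 55.9% to 58.0%), with a median of -1.47 (-1.52 to -1.40). For RNase R (Li+) without A-tailing, the shares were 68.8% (67.8% to 69.8%) and 56.9% (55.9% to 58.0%), and the medians were -2.14 and -1.44. In these HEK293T libraries the share with A-tailing lay above that in RNase R (K+) and below that in RNase R (Li+), with no overlap of the intervals over genes. Those intervals hold no spread between libraries, so neither order was tested against replicates. In SH-SY5Y the shares of the 3 treatments lay within each other's intervals. Median-of-ratios scaling moved the share with A-tailing most, to 41.9% in HEK293T and 38.8% in SH-SY5Y.

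Summed over the same mRNAs, the RPKM left was 38.7% of the untreated sum in RNase R (K+), 86.7% in RNase R (Li+) and 27.7% with A-tailing in HEK293T. In SH-SY5Y it was 29.8%, 73.1% and 33.5%. These sums include the histone mRNAs and are set by the most abundant mRNAs, and they are relative to the total reads of each library.

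The last exon of SMARCA5, exon 24, lies on chromosome 4 from 143553119 to 143557486 and stands for the linear transcript. In HEK293T it was at 5.86 RPKM (2940 reads) untreated, 0.678 RPKM (340 reads) in RNase R (K+), 0.312 RPKM (145 reads) in RNase R (Li+) and 0.201 RPKM (121 reads) with A-tailing. In SH-SY5Y it was at 5.07 RPKM (2481 reads), 0.386 RPKM (201 reads), 0.330 RPKM (174 reads) and 0.216 RPKM (120 reads). The log2 change from untreated to A-tailing was -4.31 and -4.03, and the counting intervals from the reads without the added 0.1 were -5.14 to -4.60 and -4.83 to -4.29. Circular exons were not analysed here, since the deposited values cover last exons.

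Of the 1557 genes with a mean of at least 5 RPKM in both cell lines, H3F3A (H3-3A, chromosome 1, 226071351 to 226072019) and HNRNPH3 (chromosome 10, 68341978 to 68343193) fell most from untreated to A-tailing. The log2 changes were -7.32 in HEK293T and -6.53 in SH-SY5Y for H3F3A, and -6.73 and -6.30 for HNRNPH3. PDDC1 (GATD1, chromosome 11, 767222 to 770903) rose by 2.51 and 2.73, and LRRC24 (chromosome 8, 144522388 to 144523409) rose by 2.49 and 2.81, the most of these genes. From its observations on these treatments together, the paper concludes that the combined treatment removes linear RNAs more efficiently while leaving circRNAs stable (Fig. 1d).

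**Figure D2:**
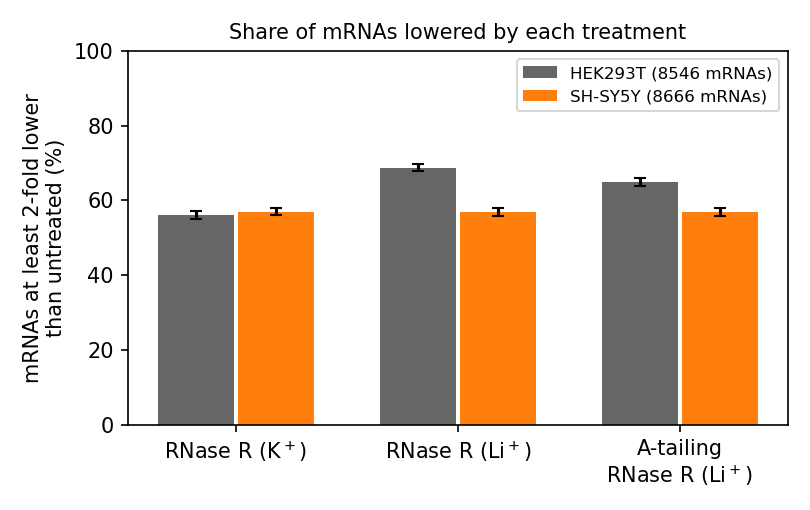
Percent of mRNAs whose log2(RPKM + 0.1) fell by at least 2-fold against untreated RNA (vertical axis) in each RNase R treatment (horizontal axis), with 1 library per treatment and cell line. Bars are shares of 8546 mRNAs in HEK293T and 8666 in SH-SY5Y, and error bars are 95% Wilson intervals over mRNAs. The HEK293T bars stand at 56.1%, 68.8% and 65.0%, and the SH-SY5Y bars at 57.0%, 56.9% and 56.9%.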

Taken together, A-tailing coupled with RNase R in Li^+^ buffer improved the efficiency for removal of linear RNAs from total RNA samples without affecting circRNA stability (*t*-test, *p*-value = 2.3 × 10^−22^) (Fig. 1d; Additional file 1: Fig. S1D).

**Fig. 1:**
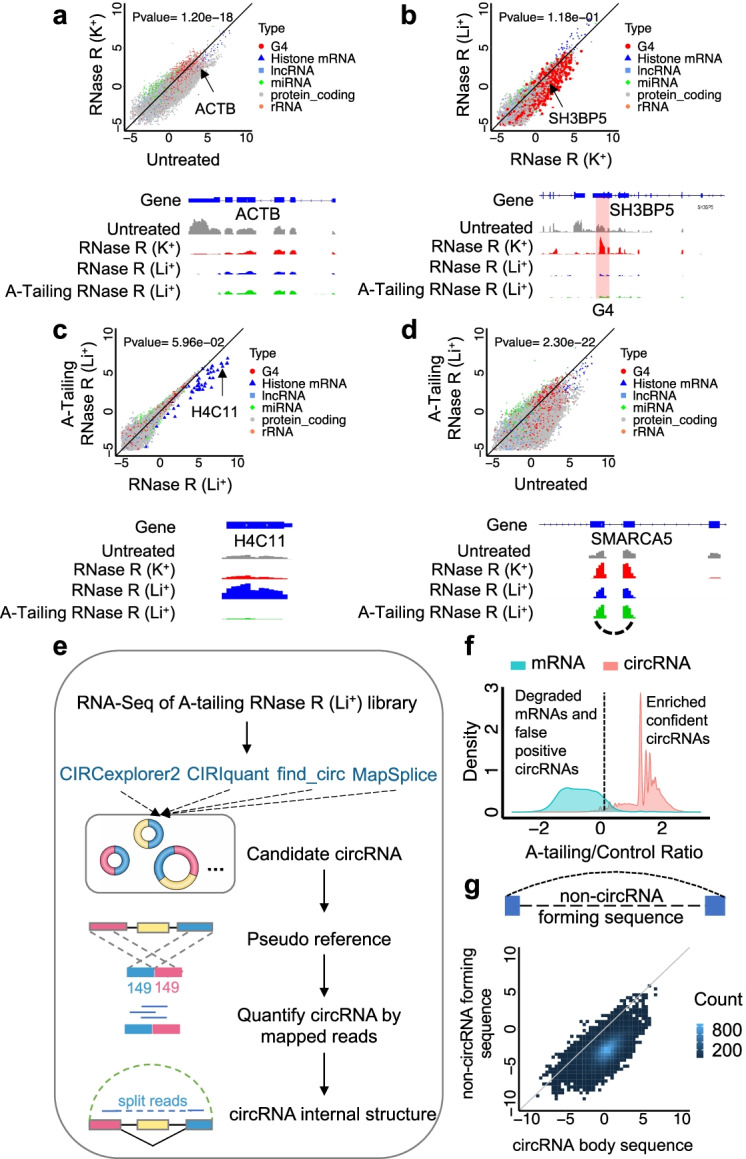
CARP effectively and accurately identifies full-length circRNAs from A-tailing data. **a** Substantial linear mRNAs were degraded by RNase R treatment in K^+^ buffer in HEK293T cells. **b** mRNAs with G-quadruplex (G4) structures were further degraded by RNase R treatment in Li^+^ buffer in HEK293T cell. **c** Linear RNAs with short poly-A tail were resistant to RNase R treatment but could be degraded after adding Poly-A tail in HEK293T cell. **d** A-tailing approach achieved the best linear RNA removal (scatter plot) without affecting circRNA stability (IGV view) in HEK293T cells. **e** Workflow of CARP to identify confident, full-length circRNAs from A-tailing data. **f** Density plot showed confident circRNAs identification by removing false-positive circRNAs sensitive to A-tailing and RNase R treatment in HOG cells. The ratio of RNA levels between the A-tailing treatment and the control was calculated and shown on the *x*-axis. The cutoff that defined resistant vs. sensitive upon A-tailing treatment is shown with the dashed line with an FDR < 0.05. **g** Most of the mapped reads in the A-tailing library were located to a predicted circRNA body sequence other than the non-circRNA forming sequence in HOG cells. Student’s *t*-test (two-tailed and unpaired) was used for gene expression comparison between different libraries

We then applied A-tailing to explore the dynamic regulation of human OL circRNA landscapes using the human oligodendroglioma cell line HOG. The human neuroblastoma cell line BE(2)-M17 (referred to as M17 hereafter) was used in parallel experiments for cell-specificity comparisons. Both HOG and M17 cells can be induced to undergo robust differentiation that recapitulates the early morphologic characteristics in OL and neuron development (Additional file 1: Fig. S2A) [40, 41]. In addition, QKI5, an RNA-binding protein enriched in human OLs over neurons (Additional file 1: Fig. S2B) [42], was abundantly expressed in HOG cells but only negligibly expressed in M17 cells (Additional file 1: Fig. S2C). Moreover, global transcriptomic principal component analysis (PCA) demonstrated a close correlation between HOG cells and iPSC-derived OLs (Additional file 1: Fig. S2D-E) [43, 44], further supporting HOG cells as an in vitro model for human OL that provides sufficient materials for reliable detection of low abundance circRNAs.

In addition, to improve computational methods for reliable identification of circRNAs, we developed a computational framework, CARP (CircRNA identification using A-tailing RNase R approach and Pseudo-reference alignment), designed to handle A-tailing datasets. Four well-established algorithms, including CIRCexplorer2, CIRIquant, find_circ, and MapSplice, were first applied for independent putative circRNA identification. However, only a subset of circRNAs was shared by the outputs of these methods (Additional file 1: Fig. S3A), indicating a relative low power using BSJ reads alone and potentially false-positive circRNAs identified by a single software program [29]. Therefore, all circRNAs identified by any one of the four BSJ-based algorithms were pooled, and a pseudo-reference for each candidate circRNA was constructed using sequence ± 149 bp flanking the BSJ sites (Fig. 1e) to overcome these problems. Reads that are directly aligned against the pseudo-reference should be derived explicitly from circRNA BSJ sites.

The stringency of reads that map to the pseudo-reference, such as how many nucleotides surrounding BSJ sites should be included in the sequencing reads, plays critical roles in distinguishing reads from either circRNA or their linear parental genes. To achieve a possible low false discovery rate (FDR) without compromising the actual circRNA reads from A-tailing libraries, CARP can perform a series of optimizations to define the suitable stringency. In addition, CARP also re-aligned these circRNA reads to the genome and transcriptome to eliminate false-positive reads. We determined that reads with 8 bp exact reverse complementary with ± 4 bp flanking the BSJ flanking sequencing achieved FDR < 0.05. Under these criteria, most false-positive reads were removed, and the remaining were considered bona fide circRNA reads (Additional file 1: Fig. S3B).

We further validated and refined the results based on the direct comparison of the circRNA species identified by A-tailing samples to the untreated libraries. A linear reference was constructed using the sequence of the last exon to quantify the linear host transcript of each candidate circRNA because the last exons barely form circRNAs [2, 32]. By calculating the linear mRNA ratio between A-tailing and untreated libraries, CARP determined the RNA pool sensitive or resistant to A-tailing/RNase R treatment using FDR < 0.05 as a cutoff. Compared with 95% of linear RNA, only 4% of circRNAs identified by CARP were significantly sensitive to A-tailing/ RNase R treatment (Fig. 1f; Additional file 1: Fig. S3C). Furthermore, circRNAs that were sensitive to RNase R treatment were subsequently removed, resulting in a substantive true positive circRNA pool for downstream study. Taken together, our data suggest a much-improved circRNA identification both experimentally and computationally in this study.

Compared to untreated libraries, A-tailing allowed the identification of an additional 37,950 de novo circRNAs by CARP in HOG cells (Additional file 1: Fig. S3D). Notably, circRNAs identified by CARP in A-tailing libraries were highly correlated with circRNAs in untreated RNA-seq libraries (Pearson correlation, *R*^2^ = 0.99, *p*-value < 2.2 × 10^−16^), with the majority of circRNAs displaying enrichment after A-tailing (Additional file 1: Fig. S3E). Meanwhile, the circRNA expression levels quantified by CARP using pseudo-references displayed a high correlation with circRNA quantification by CIRCexplorer2 (Pearson correlation, *R*^2^=0.90) and CIRIquant (Pearson correlation, *R*^2^=0.95) using BSJ reads (Additional file 1: Fig. S3F, G). In addition, since A-tailing/RNase R degraded most linear transcripts, the mapped reads spanning discontinuous regions in pre-mRNA, referred to as “split reads,” can be used to determine full-length circRNA sequences (Fig. 1e). The split reads show exact regions in the circRNA host genes that could be included or excluded in circRNAs. CARP supplied accurate circRNA full-length annotation, evidenced by that reads from A-tailing data mapped to predicted circRNA body sequence instead of non-circRNA forming sequence (Fig. 1g). For example, by using split reads, a circRNA from GLRX3 was annotated to contain 3 exons (Additional file 1: Figure S3H, blue color) with one linear exon (Additional file 1: Fig. S3H, red color) excluded from circRNA, and a detailed inspection in IGV confirmed no A-tailing reads in the excluded exon on its host gene (Additional file 1: Fig. S3H, red color). The circGLRX3 full-length constructed by CARP was consistent with the recently published long-read sequencing data (Additional file 1: Fig. S3H, lower box) [36]. These data suggested that CARP demonstrated better sensitivity in circRNA identification with complete length information.

### Identification of human OL progenitor circRNA landscape by CARP

Using CARP, we identified an average of 38,561 confident circRNAs in HOG cells. A similar number of confident circRNA species were identified in M17 cells (Additional file 2). The majority were derived from annotated gene regions, including circRNA derived from exons and introns. Most exon-derived circRNAs bear multiple exons, while a few are from single exon and intron lariats in HOG cells (Additional file 1: Fig. S3I, Additional file 3). The lengths of most circRNAs ranged from 200 to 2000 nt (Additional file 1: Figure S4A). The median exon length of multi-exon circRNAs was comparable to the length of randomly chosen exons that did not form circRNAs, while the exon length of single exon circRNA was much longer (Additional file 1: Fig. S4B) [13]. Both upstream and downstream circRNA flanking introns were much longer than random introns in the human genome (Additional file 1: Fig. S4C). The numbers of exons in various circRNAs ranged from 1 to over 20 (Additional file 1: Figure S4D). Consistent with earlier reports, very few circRNAs contained the first exon or the last exon of the host transcripts due to the lack of splice donor or acceptor sequences to support back-splicing (Additional file 1: Fig. S4E). Using our recently developed algorithm, circMeta [45], we calculated the *Alu* score, which reflects the likelihood of circRNA formation by IR*Alus* formed within or across flanking introns [10]. The confident circRNAs identified by CARP showed a higher *Alu* score compared to false-positive circRNAs and randomly selected intron pairs (Additional file 1: Figure S4F), once again indicating the improvement in *bona fide* circRNA identification.

In order to identify the OL-specific circRNA landscape, A-tailing samples obtained from HOG and M17 cells were subjected to DE analyses by CARP using integrated DESeq2 [46], which revealed 2468 and 2660 DE circRNAs distinctly enriched in HOG and M17 cells, respectively (Fig. 2a). Among the DE circRNAs, circSLC45A4, a negative regulator of neuronal differentiation [47], was highly expressed in HOG cells. In contrast, the synaptoneurosomal circRIMS2 [14] was found enriched in M17 cells. Of note, only 346 and 427 significant DE circRNAs were identified in HOG and M17 cells using RNA-seq libraries without A-tailing treatment, further indicating improved sensitivity by A-tailing treatment (Additional file 1: Fig. S4G). With the improved sensitivity, CARP detected 6.63 times more de novo DE circRNAs between M17 and HOG cells than traditional untreated RNA-seq (Fig. 2b). The majority of the de novo DE circRNAs are of low abundance (Fig. 2c), demonstrating the ability of CARP in detecting low abundance circRNAs. Importantly, the log_2_ fold changes of each circRNA also showed a high correlation between A-tailing and untreated libraries (Pearson correlation, *R*^2^ = 0.82, *p*-value < 2.2 × 10^−16^), indicating that CARP is accurate for circRNA DE analysis (Fig. 2d). To further validate circRNA expression levels quantified by CARP, the expression of four DE circRNAs representing high, medium and low-level expression in HOG cells were evaluated by qPCR with divergent primers (Additional file 4), which showed a high correlation with our RNA-seq data (Pearson correlation, *R*^2^ = 0.99, Fig. 2e).

**Fig. 2:**
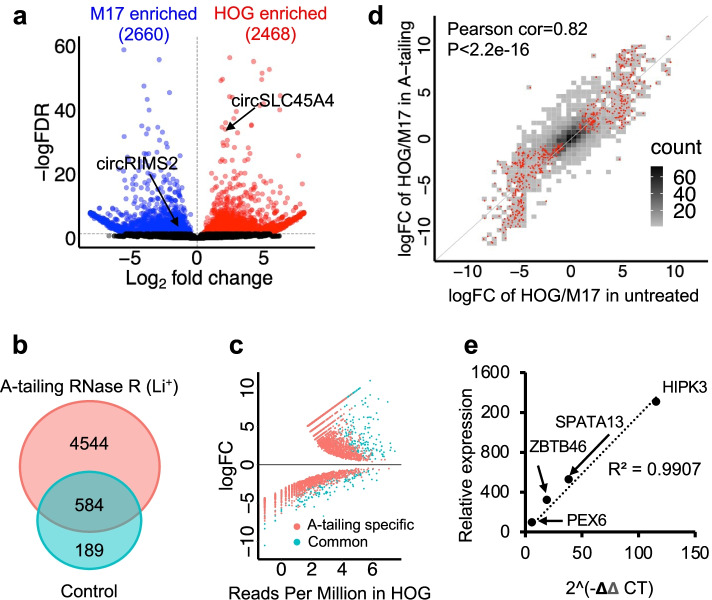
CARP identified a distinct circRNA landscape in M17 and HOG cells more efficiently using A-tailing data. **a** The volcano plot showed significant DE circRNAs in M17 and HOG cells using A-tailing data. Blue and red dots indicate significant M17 and HOG cell-enriched circRNAs (DESeq2, FDR < 0.05). **b** Overlap of DE circRNAs identified by CARP using A-tailing data and control data without A-tailing. **c** A scatter plot showing a log_2_ fold change of DE circRNAs in HOG and M17 cells and their expression (counts per million) in HOG cells. Red dots indicate DE circRNAs that were explicitly identified by A-tailing data. Cyan dots show DE circRNAs identified by both A-tailing data and control data. A-tailing libraries were sensitive in identifying circRNAs with relatively low expression levels (red dots). **d** The density plot showed a high correlation of log_2_ fold change for common circRNAs identified in the A-tailing library and the untreated library. Density colors show circRNA numbers in specific log_2_ fold changes. Red dots represent significantly DE circRNAs identified by A-tailing data (DESeq2, FDR < 0.05). **e** A scatter plot showed a high correlation of circRNA expression quantified by A-tailing data and qPCR for 4 randomly selected circRNAs with different expression levels

### CircRNA biogenesis and sequence composition were regulated upon HOG differentiation

HOG cells were induced to differentiate for 13 days before being subjected to A-tailing and CARP analysis in order to delineate whether and how human OL development regulates circRNA landscapes. In addition to morphological differentiation (Additional file 1: Fig. S2A II), the expression changes of a panel of oligodendroglia differentiation-related genes were evaluated by qPCR in cells that underwent differentiation (Additional file 1: Fig. S5A) [48–55]. M17 cells underwent differentiation for 10 days (Additional file 1: Fig. S2A IV, Figure S5B) were processed in parallel to achieve cell-specificity comparisons.

CARP identified 204 circRNA isoforms that carry different sequence compositions but share the same BSJ sites, which underwent significant isoform switching during HOG cell differentiation (*t*-test, *p*-value < 0.05 and inclusion level difference over 0.2, Fig. 3a). To annotate exons excluded or included in the 204 circRNAs isoforms, we compared the sequences in these circRNA isoforms with gene annotation downloaded from UCSC Table Browser and cassette exon information downloaded from HEXEvent [56]. We found that 17.89% of the alternative circular exons are from previously annotated cassette exons, 45.83% are derived from previously annotated constitutive exons, while 36.27% are from novel unannotated exons. For example, two isoforms of circCFAP299 exist due to the alternative inclusion of a 100-nt cassette exon (Fig. 3a, b). The expression level of the short isoform switched from 55% of total circCFAP299 to 76% upon HOG differentiation (Fig. 3c). During differentiation, the isoform switch could cause functional consequences as the unique exon in the long isoform may sponge miRNA and sequester RNA-binding proteins. The cassette exon was circRNA-specific, not annotated in any linear mRNAs produced by the CFAP299 host gene in UCSC genomic browser. The circCFAP299 full-length constructed by CARP, particularly the unique circRNA specific exon, was consistent with the long-read sequencing data (Fig. 3c, lower box) [36].

**Fig. 3:**
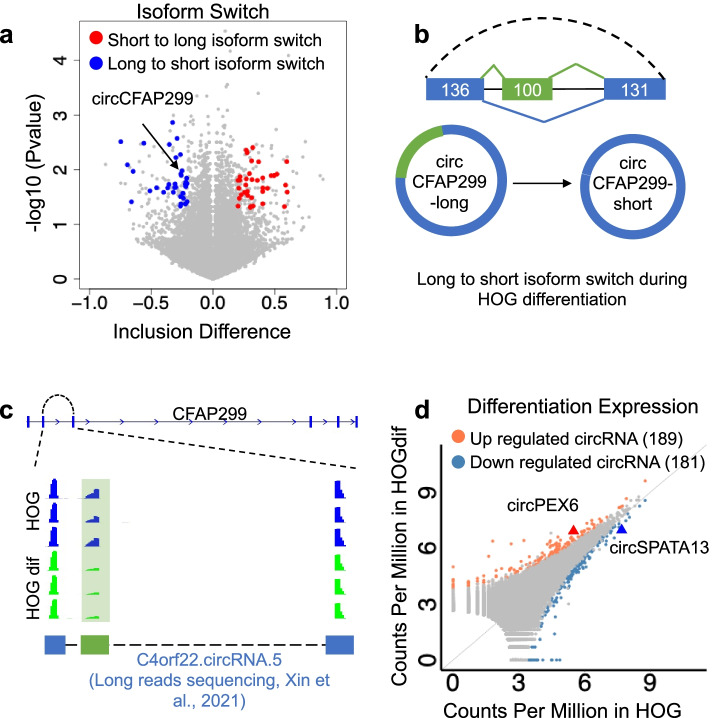
CircRNA internal structure and expression were regulated upon HOG differentiation. **a** CARP identified circRNA isoform switching events upon HOG differentiation. Blue and red dots represent short to long isoform switch and long to short isoform switch, respectively (Student’s *t*-test, two-tailed and unpaired, *P* < 0.05). The “inclusion difference” is the difference of “inclusion level” that is calculated based on junction reads count between undifferentiated and differentiated HOG cells. **b** A 100-bp exon (green) was excluded in circCFAP299 in differentiated HOG cells. **c** IGV view shows that the cassette exon of circCFAP299 was supported by mapped reads. The novel exon in circCFAP299 was also confirmed by a recent study using the Nanopore-based long reads sequencing method. **d** DE analysis of circRNAs in undifferentiated and differentiated HOG cells. Orange and blue dots show upregulated and downregulated circRNAs upon HOG differentiation (DESeq2, FDR < 0.05)

In addition to isoform switch, CARP also identified 189 upregulated circRNAs, and 181 downregulated circRNAs in differentiated HOG cells (Fig. 3d, FDR < 0.05 as cutoff) (Additional file 1: Fig. S6A). Few circRNAs were commonly regulated by differentiation of HOG and M17, suggesting cell type-specific roles and regulation of these circRNAs in OLs differentiation (Additional file 1: Fig. S6B). Most significant DE circRNAs during HOG differentiation are positively correlated with developmental regulation of their host genes (Fig. 4a, group 1 shown in grey dots). However, a subclass of differentiation-regulated circRNAs showed distinct changes than the linear RNAs derived from the host genes (Fig. 4a, group 2 shown in orange and blue dots). For example, the gene encoding the vacuolar protein sorting-associated protein 13C (VPS13C), which belongs to the GO term of protein retention in Golgi apparatus, was upregulated in differentiated HOG cells. Conversely, a circRNA derived from the VPS13C locus was downregulated, suggesting circVPS13C could be subjected to post-transcriptional regulation independent of its host gene expression (Fig. 4b).

**Fig. 4:**
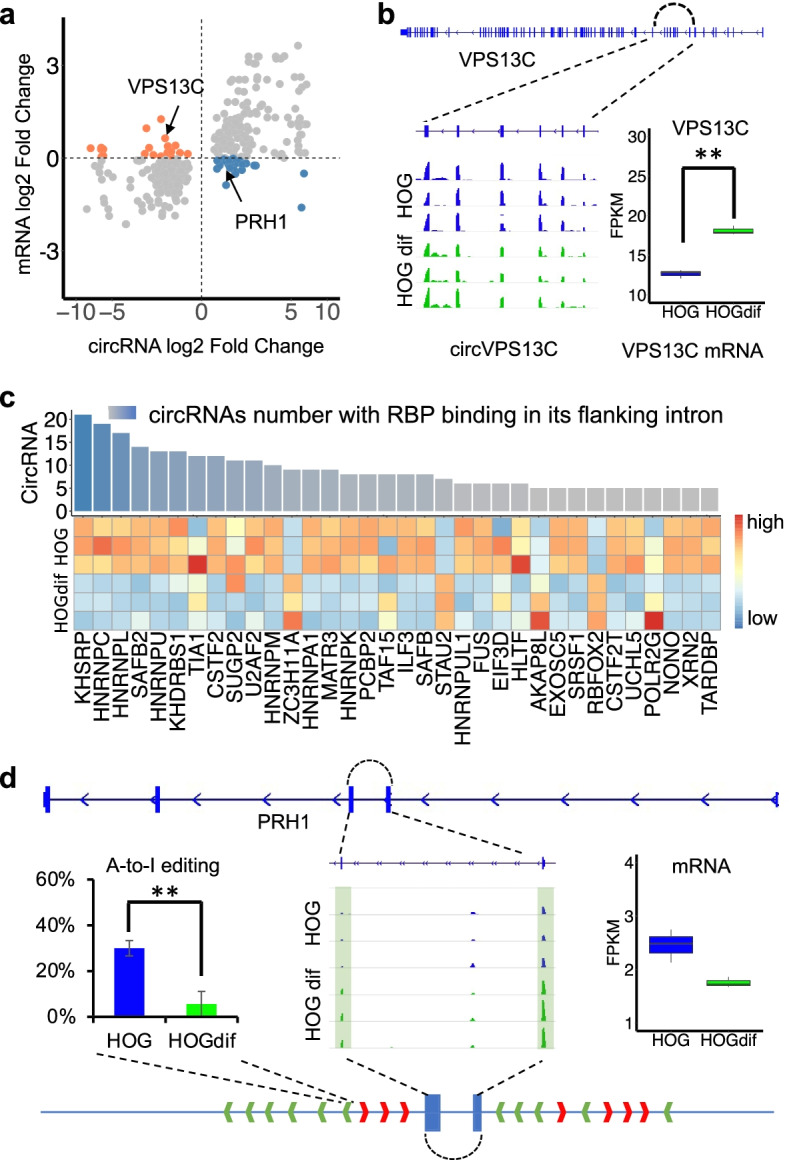
CircRNAs are regulated post-transcriptionally by RBPs and A-to-I editing in their flanking introns upon HOG differentiation. **a** Scatter plot shows the correlation between log_2_ fold change of circRNAs and their host gene expression change upon HOG differentiation. Grey dots are positive correlations between circRNAs and their host genes (group 1), while blue and orange dots stand for inversely correlated circRNAs with their host gene (group 2). **b** IGV view showed circVPS13C was downregulated upon HOG differentiation. Bar plot indicated *VPS13C* mRNA was upregulated upon HOG differentiation. **c** Bar plot indicated the number of circRNAs from group 2 in Fig. 4a that a given RNA-binding protein could bind to their flanking introns. Heatmap showed RPKM levels of those RBPs in parental and differentiated HOG cells. **d** IGV view showed circPRH1 expression was upregulated during HOG differentiation. CircPRH1 full-length sequences are in green. The left bar plot shows that the A-to-I editing in the *Alu* sequence of circPRH1 flanking introns was depleted upon HOG differentiation. The right bar plot shows that *PRH1* mRNA was downregulated upon HOG differentiation. Student’s *t*-test (two-tailed and unpaired) was used for A-to-I editing change. **P < 0.01

To elucidate molecular mechanisms that regulate circRNA biogenesis, we first explored the potential roles of RBPs in circRNA biogenesis, focusing on RBP-encoding mRNAs that are significantly regulated during HOG differentiation. CARP was used to systematically survey eCLIP data for 150 available RBPs to search for their potential binding sites within the flanking introns of each selected circRNA (group 2 in Fig. 4a). Among them 34 RBPs were regulated upon HOG differentiation and their binding site were significantly enriched in the flanking introns of the group 2 circRNAs (Fig. 4c, bar plot) [57]. Interestingly, 8 of the 34 RBPs are known splicing factors (23.53%), which showed significant enrichment compared to splicing factors in the RBP database (7.76%) (chi-squared test, *p*-value = 0.02). This is consistent with the reported roles of RBPs in regulating back-splicing [58]. Specifically, a top-ranked RBP, KHSRP, was recently reported to regulate the biogenesis of a large number of circRNAs, including circVPS13C, in HepG2 and K562 cells [59] (Additional file 1: Figure S6C) [59]. Our RNA-seq analysis revealed downregulation of KHSRP during HOG differentiation (Fig. 4c, heatmap) accompanied with reduced circVPS13C, which is consistent with a function of KHSRP decline in attenuating circVPS13C biogenesis.

We next questioned whether A-to-I editing of a *cis*-regulatory element might contribute to circRNA biogenesis upon HOG differentiation. CARP integrated a published algorithm, Software for Accurately Identifying Locations Of RNA-editing (SAILOR) [60–62], and focused on significantly changed A-to-I editing sites within complementary *Alu* sequences in the flanking intron of DE circRNAs upon HOG differentiation based on RNA-seq data from samples without RNase R treatment. As a result, 71 significant A-to-I editing changes occurred within DE circRNA flanking introns during HOG differentiation, suggesting A-to-I editing is robust in the *cis*-regulatory element of DE circRNA (Binomial test, *p*-value < 2.2 × 10^−16^). Among these, circPRH1 was significantly upregulated upon HOG differentiation and inversely correlated with its host gene expression change (Fig. 4d). Interestingly, several inverted and repeated *Alu* pairs (IR*Alus*) were found in the flanking introns of circPRH1 (Fig. 4d, green and red arrows). In addition, CARP found a significant reduction of A-to-I editing within one *Alu* loci during HOG differentiation, which could contribute to the upregulation of circPRH1 (Fig. 4d).

### Identification of circRNAs that may contribute to HOG differentiation via modulating the activity of miRNAs to regulate mRNA targets

Because circRNAs are best known as miRNA sponges, to investigate circRNA-miRNA interactions for DE circRNAs during OL differentiation, we hypothesized differentiation-regulated circRNAs in HOG cells may modulate miRNA activity to regulate OL development. We searched for miRNAs whose predicted mRNA targets showed significant expression changes upon HOG differentiation and predicted circRNAs that contain potential binding sites for these miRNAs. Small RNA-seq was also performed in HOG cells with or without differentiation to quantify miRNA abundance using the published algorithm miRge 2.0, which correlated with the expression of their target mRNAs predicted by TargetScan [63, 64]. Using an equal number of random mRNAs without miRNA binding sites as negative controls, CARP identified 45 miRNAs whose target mRNAs were significantly altered during HOG differentiation (Fig. 5a), among which the mRNA targets of miR-760 showed the most significant downregulation during HOG differentiation (*t*-test, *p*-value = 4.35 × 10^−10^) (Fig. 5b). The downregulation of miR-760 target mRNAs likely occurs at post-transcriptional steps, as the pre-mRNA levels of these genes quantified by analyzing intron coverage from RNA-seq data did not show significant changes (*t*-test, *p*-value = 0.06) (Fig. 5c) [65].

**Fig. 5:**
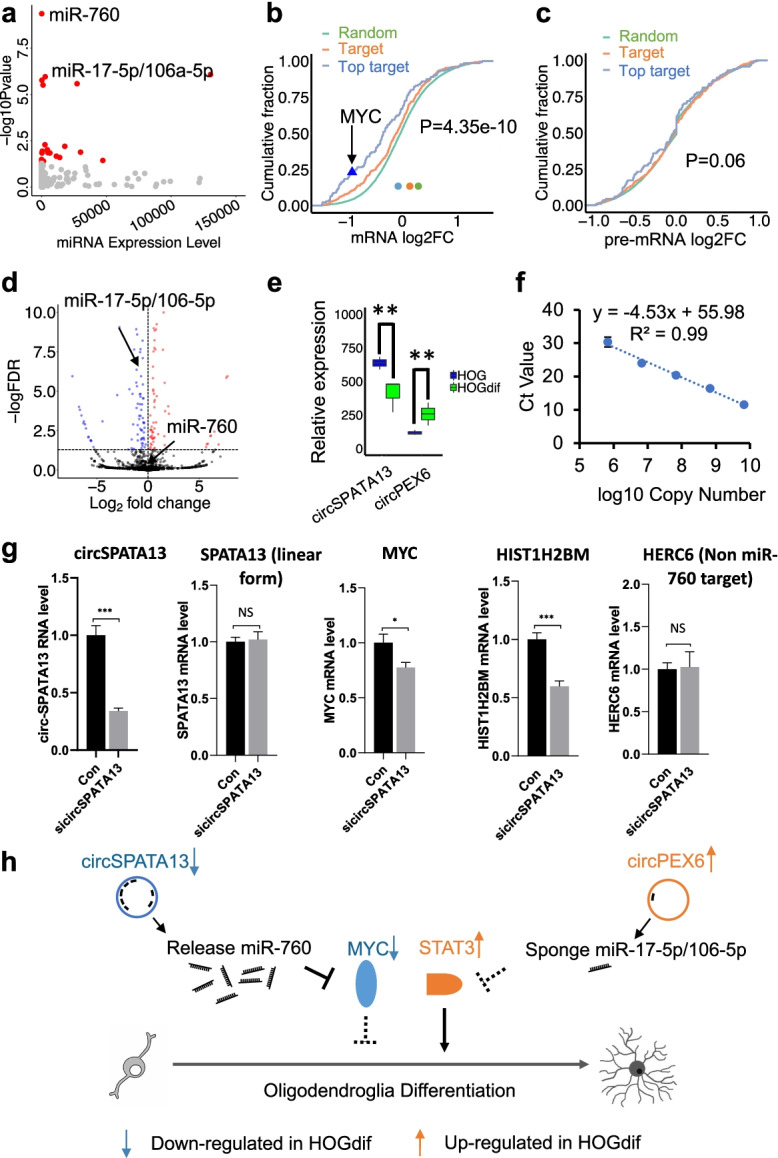
CircSPATA13 regulated oligodendroglioma differentiation via sponging miR-760. **a** Scatter plot showed miRNA expression level (*x*-axis) and significant expression change of their target genes (*y*-axis) during HOG differentiation. An equal number of randomly selected non-miRNA target genes were used as a negative control. **b** Cumulative plot showed miR-760 targets were downregulated in HOG differentiation compared with randomly selected non-miRNA targets. The green line stands for log_2_ fold change of random non-miRNA target genes. The orange line represents log_2_ fold change of target genes according to the TargetScanHuman database. The blue line represents log_2_ fold change of most confident target (top 90% according to context++ score) from TargetScanHuman database. Student’s *t*-test (two-tailed and unpaired) compared top targets versus random targets, and *p*-values indicated. **c** Cumulative plot showed pre-mRNA of miR-760 target genes were not affected in HOG differentiation. **d** Volcano plot showed miRNA expression change upon HOG differentiation. Blue and red dots represent significantly downregulated and upregulated miRNAs during HOG differentiation (DESeq2, FDR < 0.05). Expression of miR-760 was not significantly changed upon HOG differentiation. **e** Bar plot showed circSPATA13 was downregulated while circPEX6 was upregulated in differentiated HOG cells. Cuffdiff was used for gene expression comparison. **P < 0.01. **f** A standard curve was constructed to calculate the copy number of circSPATA13 where the *x*-axis stands for log_2_ copy number of circSPATA13 and the *y*-axis stands for Ct value from qPCR. **g** Expression change of circSPATA13, *MYC*, *HIST1H2BM*, linear *SPATA13*, and *HERC6* upon si-circSPATA13 in HOG cell. The *t*-test (two-tailed and unpaired) was used for gene expression comparison. *n* = 7, ***P < 0.001, *P <0.05, “NS” indicating no significant change. **h** CircRNA-miRNA-mRNA network regulating HOG differentiation. Blue and orange represent down- and upregulated circRNA/miRNA/mRNA upon HOG differentiation**.** Dash lines represent inactivation of upstream regulator promote downstream target or biological process

Interestingly, miR-760 levels did not change during HOG differentiation (Fig. 5d), raising the question whether a circRNA may sponge and regulate miR-760 activity hence affecting the downstream mRNA targets. Indeed, we identified one circRNA, circSPATA13 (hsa_circ_0004865), which harbors seven predicted miR-760 binding sites and was markedly downregulated during HOG cell differentiation (Fig. 5e, Additional file 1: Fig. S6D). Of note, circSPATA13 is not expressed in M17 cells and the circular exon in human circSPATA13 is poorly conserved in mouse (blastn identity = 66%), suggesting a preferential function of circSPATA13 in human OLs. Each undifferentiated HOG cell was estimated to harbor 2000 copies of circSPATA13 based on a real-time PCR standard curve generated with a known amount of circSPATA13 PCR product (Pearson correlation, *R*^2^ = 0.99, Fig. 5f). Compared with the well-studied functional circCDR1as that efficiently sponges miRNAs when expressed 200–300 copies per HEK293T cell, the amount of circSPATA13 expressed in HOG cells should be sufficient to sponge miR-760 thus may regulate HOG differentiation.

One reported direct target of miR-760 is *MYC*, which suppresses the transition from proliferating OPC to differentiated OLs by binding to the promoter of genes involved in cell cycle regulation and/or chromosome organization [66–71]. The significant reduction of circSPATA13 during HOG cell differentiation is expected to release the sequestered miR-760, which in turn suppresses *MYC*. Indeed, our RNA-seq data revealed downregulation of *MYC* mRNA (Fig. 5b, Additional file 1: Fig. S7A) along with the decline of circSPATA13 (Fig. 5e) in differentiated HOG cells. To directly validate the function of circSPATA13 in modulating the miR-760 pathway, we conducted circSPATA13 knockdown in HOG cells using an siRNA that targets the BSJ sequence of circSPATA13. The level of circSPATA13 was significantly reduced (*P*-value = 2.74 × 10^−6^), without affecting its linear mRNA (Fig. 5g). Importantly, several previously reported or predicted miR-760 targets, including *MYC*, *HIST1H2BM*, *HIST1H3D*, and *HIST3H2A*, were downregulated upon depletion of circSPATA13 whereas the non-miR-760 target *HERC6* was unaffected (Fig. 5g; Additional file 1: Fig. S7E). These data support the model that the developmentally programmed decline of circSPATA13 may turn on the miR-760 pathway independent of altering miR-760 biogenesis to advance human OL differentiation (Fig. 5h).

Reciprocal to the role of miR-760 in suppressing inhibitors of OL differentiation, miR-17-5p and 106a-5p, whose target mRNAs were also significantly altered during HOG cell differentiation (Fig. 5a), share common seed sequences to target STAT3, an important factor known to advance OL development [69, 71]. In contrast to the unaltered miR-760 expression, miR-17-5p/106a-5p levels were significantly downregulated during HOG differentiation (Fig. 5d), accompanied by upregulation of their mRNA targets (Additional file 1: Fig. S7B, C), including the *STAT3* mRNA (Additional file 1: Fig. S7A). Interestingly, miR-17-5p/106a-5p are predicted to be sponged by circPEX6, and each HOG cell is estimated to harbor 369 copies of circPEX6. Upon HOG cell differentiation, circPEX6 was significantly upregulated (Fig. 5e), which is expected to sponge miR-17-5p/106a-5p and accelerate the developmentally programmed decline of miR-17-5p/106a-5p activity (Fig. 5h). Taking together, the reciprocal regulation of the circSPATA13-miR-706 pathway and the circPEX6-miR-17-5p/106a-5p pathway suggest sophisticated functional cooperation of circRNA-miRNA-mRNA networks that drive human OL differentiation, as illustrated in the comprehensive models in Fig. 5h and Additional file 1: Fig. S7D.

### Identification of novel circRNA clusters that may exert additive effects in regulating miRNA activity during HOG differentiation

Although many circRNAs were reported to function individually, alternative circularization of circRNAs that share one common BSJ site could form “circRNA clusters,” including alternative 3′ back splicing (A3BS) and alternative 5′ back splicing (A5BS) (Fig. 6a). In HOG cells, CARP found 15,221 and 11,387 clusters containing more than one circRNA with a common 3′ or 5′ BSJ site, respectively (Fig. 6a). For example, one circRNA cluster, FIP1L1, contained nine circRNAs identified by our A-tailing datasets, while untreated RNA-seq only identified one circRNA (circFIP1L1 form #4 in Fig. 6b) (Fig. 6b). Thus, our data provided better sensitivity and additional information compared with previous methods. Interestingly, a clear switch of dominant circRNAs within circRNA cluster FIP1L1 can be detected upon HOG differentiation. Specifically, the circFIP1L1 form #4 level accounted for 19.79% of total circRNAs produced within the circFIP1L1 cluster in HOG cells but elevated to 41.62% in differentiated HOG cells (Fig. 6b). The alternative circularized circRNAs within this cluster appeared to undergo independent regulation, as circFIP1L1 form #1 and 2 were downregulated in contrast to the rest during HOG differentiation, suggesting that a circRNA cluster could provide diverse functions from the same loci.

**Fig. 6:**
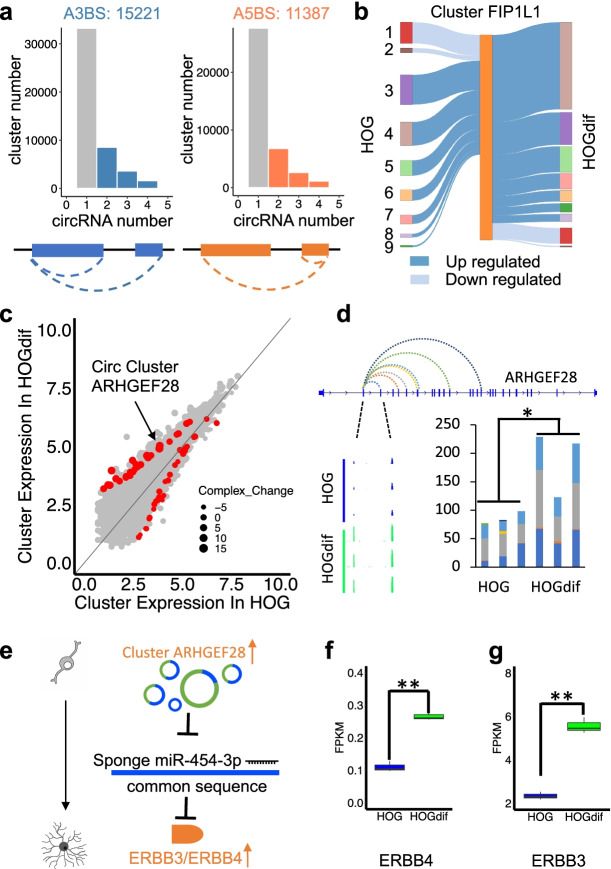
CircRNA alternative circularization generated clustered circRNAs with potential additive functions. **a** Distribution of circRNA numbers in circRNA clusters defined by alternative circularization events. **b** Nine circRNA isoforms in circRNA cluster FIP1L1 identified by A-tailing data display distinct expression patterns during HOG differentiation. **c** Scatter plot shows circRNA cluster complexity and expression changes during HOG differentiation. All dots represent significantly changed circRNA clusters during HOG differentiation. Insignificant circRNA changes are in red. Dot size represents the change of circRNAs number upon HOG differentiation within each cluster. **d** Cumulative bar plot showed the expression change of each circRNA in circRNA cluster ARHGEF28. IGV view showed a common region where circRNA cluster ARHGEF28 accumulated and significantly enriched during HOG differentiation. DESeq2 was used for circRNA cluster expression comparisons. *P < 0.05. **e** Schematic diagram showed that a common sequence of circRNA cluster ARHGEF28 (blue) could potentially regulate OL differentiation by sponging miR-454-3p. **f** Expression of *ERBB4* upon HOG differentiation. **g** Expression of *ERBB3* upon HOG differentiation. Cuffdiff was used for circRNA expression comparison. **P < 0.01

Importantly, all circRNAs within one cluster contain a common sequence due to the nature of shared 5′ or 3′ back splicing sites, which could act in an additive manner for sponging miRNAs and/or RBPs. The function of clustered circRNAs was often overlooked by previous methods when none of the individual circRNAs were significantly changing, but the common sequence expression shows significant expression change due to additive effect during differentiation. By comparing control and differentiated HOG cells, we identified 533 DE circRNA clusters, 123 of which did not contain significant DE circRNA individually and can be neglected by DE circRNA calling (Fig. 6c, red dots). One of the DE circRNA clusters, ARHGEF28, contains six alternatively circularized circRNAs, none of which showed significant alteration during HOG differentiation. However, the common sequence shared in all the alternative circRNAs derived from this cluster showed significant upregulation (Fig. 6d, e, the sequence in blue). Noticeably, the common sequence was predicted to sequester miR-454-3p, and the overall miR-454-3p target mRNAs were upregulated in differentiated HOG cells post-transcriptionally (Additional file 1: Fig. S8A, B). The top targets of miR-454-3p were subjected to KEGG pathway analysis and found enriched in critical biological pathways involved in OL development, including the mTOR signaling pathway, Wnt signaling pathway, and ErbB signaling pathway (Additional file 1: Fig. S8C). Several miR-454-3p top targets, including *ERBB4* and *ERBB3*, were indeed upregulated during HOG differentiation (Fig. 6f, g), suggesting a potentially novel mechanism by which clustered circRNAs could play additive roles in regulating OL development (Fig. 6e).

## Discussion

This study provided a 21-module computational framework CARP optimized for an A-tailing approach to identify and quantify full-length circRNAs. By applying the A-tailing approach and CARP in the human OL cell line HOG, we identified hundreds of human OL-specific circRNA that regulate OL early differentiation. Furthermore, multiple circRNAs and circRNA clusters were found to form a complicated network with miRNAs and genes in advancing OL differentiation. Thus, to our knowledge, this study stands for the first circRNA profiling in human OL early development.

Current methods for circRNA identification and quantification based on BSJ reads suffer from insufficient power and sensitivity and high FDR owing to the relatively low expression level of many circRNAs [29]. To bypass these hurdles, we adopted a published A-tailing method coupled with RNase R treatment in Li^+^ buffer, and our results suggested the A-tailing method could effectively resolve linear RNAs and enrich circRNAs [32]. We also developed a comprehensive computational framework, CARP, optimized for A-tailing or other RNase R-based experimental data. With a full range of customized and flexible cutoff for a number of bases that match to back-splice junction flanking sites for pseudo-reference alignment to achieve the best balance between FDR and sensitivity from different datasets for circRNA identification, CARP optimized an 8-bp seed sequence matching stringency to pseudo-reference for our dataset and subsequently filtered false-positive reads that could map to the genome or the transcriptome after pseudo-reference mapping. Furthermore, by comparing with a linear reference from the last exon, CARP could further remove A-tailing sensitive circRNAs, which are likely false positives. Without compromising the quality and FDR, CARP reported more circRNAs than most BSJ-based algorithms, including CIRCexplorer2, findcirc, and MapSplice, with higher accuracy.

Since the quantification of circRNA is highly dependent on each individual algorithm, often resulting in difficulties to cross-compare their output results. This issue, however, can be overcome by pseudo-reference-based approach such as CARP by universally merge potential circRNA junctions identified by different approaches. Therefore, CARP offers a streamlined computational approach that maximizes the sensitivity of circRNA detection and standardize the quantified output for better cross-reference comparison. The advantages of using pseudo-reference alignment have also been confirmed by recent publications [33, 72]. Furthermore, CARP provided accurate circRNA quantification and sensitive DE analysis compared with RNase R treatment only, which may be biased because of the uneven efficiency of the RNase R treatment [33].

Importantly, obtaining circRNA full-length information is critical in determining their functions, a task that most BSJ-based circRNA identification software cannot fulfill [4]. Given the effective removal of linear RNAs, CARP could pinpoint circRNA sequence composition using split reads precisely. Despite cell-type specificity, we are still able to identify 12,242 common circRNAs between the two datasets from 44,705 circRNAs identified in HOG cells by CARP and 35,801 circRNA identified in the brain by isoCirc and 10,472 (85.54%) of them displayed identical internal structure between the two datasets, suggest a high level of consistency [36]. Compared with recent efforts that determine circRNA full-length information by long-read sequencing strategy [35, 36], CARP can take advantage of the better coverage and cost-effectiveness of Illumina sequencing to identify low expression circRNAs and quantify circRNA expression more accurately. Meanwhile, the circRNA sequence composition from CARP was critical for downstream circRNA functional investigation and isoform switch events detection. Consequently, CARP provided a framework to predict circRNA-miRNA interplay, considering circRNA expression level, miRNA binding site, miRNA expression level, and their target mRNA expression change. Together, CARP is a highly integrated, multi-functional, and comprehensive framework covering multifaceted circRNA biology.

To date, most efforts were made to study the functions of individual circRNAs solely based on the BSJ [6, 47, 73, 74]. However, our study revealed that many circRNAs that share BSJ sites in the same parental linear RNAs could undergo alternative circularization. Furthermore, these “clustered” circRNAs with various lengths share pieces of common sequences that could be additive in terms of soaking miRNAs or RBPs. Thus, compared with individual circRNA, common and specific functions by independently regulated clustered circRNAs provide more flexible and complex mechanisms in fine-tune gene expression post-transcriptionally. Importantly, CARP was able to identify much more circRNA clusters than untreated RNA-seq data using the A-tailing approach, making the functions of clustered circRNAs more appreciable, which were often overlooked by individual circRNA studies. In addition, it has been increasingly acknowledged that stoichiometry must be considered before proposing a sponging model of relatively low expressing circRNAs [4]. Thus, the additive effects of multiple circRNAs derived from the same cluster could be potentially crucial for the functions of low expressing circRNAs to collectively fine-tune the gene expression.

CircRNAs that are independently regulated in the same cluster demonstrated post-transcriptional regulation of circRNAs, which is also supported by the circRNAs which expression changes were inversely correlated with their host genes. Indeed, some circRNAs have been reported to undergo post-transcriptional regulation in *cis* or *trans*, independent of their host genes [13, 75–77]. Given the universal presence of *cis-*regulatory elements in all cell types, *trans*-factors could well account for circRNA tissue specificity. In addition, our data also suggested that A-to-I editing is a potential regulatory mechanism for *cis-*elements due to its dynamic in OL development. As A-to-I editing is well known to be regulated by ADAR, circRNA biogenesis is coordinated with ADAR activity should be a future challenge.

CircRNAs have been reported as critical regulators in many biological processes, including neurodevelopment and functions, but less conserved among species [14, 47, 78]. Mounting evidence has also demonstrated that dysregulation of circRNAs is involved in human neurological disorders, including Alzheimer’s disease, Parkinson’s disease, and Schizophrenia [17, 18, 75]. Despite the recent circRNA profiling in OLs from the human post-mortem brain, circRNA landscape and functions in the difficult-to-obtaining human early OL development, which is crucial for myelin developmental disorders and lesion repair, is unknown. In this study, we applied CARP to explore circRNA landscape and function in HOG cells and identified dynamic circRNA profiles during human OL development for the first time. A significant overlap of circRNA was found between HOG and OLs in the human post-mortem brain [19], demonstrating HOG as an in vitro system for human early OL development. In addition, much more circRNAs were identified from HOG cells, which represents an early OL progenitor cell stage, either showing better sensitivity of our method in detecting circRNA or a novel biology clue that there are much more circRNA expressed in the early OL stage, which may or may not be retained in mature OL stages.

Among various mechanisms for circRNA to regulate biological processes, the most well-defined was to “sponge” miRNAs and interfere with miRNA silencing activities on target mRNAs [4, 9]. In this study, using a multi-step framework for circRNA functional annotation by CARP, we found a sophisticated network that integrate the function of multiple circRNA-miRNA-mRNA pathways to advance OL differentiation. Numerous repressor and enhancer genes have been shown to impact OL differentiation, represented by MYC and STAT3. MYC-induced repressive histone methylation and premature peripheral nuclear chromatin compaction was previously shown to suppress OPC differentiation [66], whereas STAT3 was thought to advance OPC differentiation and myelin repair [71]. However, the functional co-operation between differentiation repressors and enhancers remains poorly understood. The reciprocal regulation of the circSPATA13-miR-760-MYC pathway and the circPEX6-miR-17-5p/106-5p-STAT3 pathway during early differentiation of human OLs revealed by our studies provide the first example that the developmental regulation of circRNAs may facilitate functional integration of differentiation repressors and enhancers to advance neural development. It should be noted that circRNAs can sponge multiple miRNAs, which could subsequently regulate hundreds of genes to form a complicated network. Moreover, the dynamic regulation of numerous circRNAs and circRNA clusters during OL differentiation identified here argues for the importance to further delineate the sophisticated co-operation of multiple circRNA-miRNA-mRNA axes, which is a prevailing challenge for future studies.

## Conclusions

Our studies provide a robust platform that allowed sensitive and reliable identification of the circRNA landscape by combining the improved experimental condition for circRNA enrichment and our computational algorism CARP. Using this method, we identified the first circRNA landscape in human OLs, which contains hundreds of novel circRNAs undergoing dynamic regulation during early OL differentiation. The precise mapping of full-length circRNA sequences by CARP allows reliable computational prediction of sponged miRNAs and revealed novel circRNA clusters that may achieve additive sponging effects. Importantly, we identified circRNA-miRNA-mRNA pathways that are reciprocally regulated during human OL differentiation to achieve functional cooperation and drive human OL differentiation. Together, our studies established improved methods for circRNA landscape identification, discovered novel circRNA sequence features, and drew direct mechanistic connections between circRNAs and the downstream miRNA-mRNA pathways, which provided important new insights into circRNA biology.

## Methods

### Cell culture and differentiation

BE (2)-M17 human neuroblastoma (M17) cells were propagated in DMEM/F12 medium with 10% FBS (HyClone). For differentiation, M17 cells were incubated with DMEM/F12 medium supplemented with 10% FBS and 20 μm retinoic acid (RA, Sigma, r2625) for 10 days with medium changed every other day. HOG cells were propagated in DMEM medium (Invitrogen) supplemented with low glucose and 10% FBS. HOG cells were plated onto culture dishes coded with PDL (Sigma, P1524-25MG) in the differentiation DMEM medium with low glucose, containing 50 μg/ml transferrin, 0.5 μg/ml insulin, 30 nM triiodothyronine (T3), 30 nM selenium, 16.1 mg/L Putrescine, 0.5 mM IBMX (3-isobutyl-1-methylxanthine), and 0.5 mM cAMP (all from Sigma) for 13 days with medium change every other day to induce differentiation.

### Western blot

M17 and HOG cells were lysed in 1× Laemmli Sample Buffer and heated at 95 °C for 5 min. Equal quantities of protein were separated on SDS-PAGE gels and transferred to PVDF membranes (Immobilon-P, Millipore). PVDF membranes were incubated with 5% milk for 1 h at room temperature and probed with primary antibody at 4 °C overnight. Membranes were rinsed three times in Tris-buffered saline (TBS) with 0.1% Tween (TBST) and then probed with horseradish peroxidase-conjugated secondary antibodies (Promega) for 1 h at room temperature. After rinsing in TBST, membranes were visualized by enhanced chemiluminescence (Pierce Biotechnology, Rockford, IL) and imaged using the Chemidoc MP imaging system (BioRad, Hercules, CA, USA). The following primary antibodies were used: anti-QKI5 (A300-183A-1, Bethyl Laboratories, Inc) and anti-EIF5 (SC-282, Santa Cruz Biotechnology, Inc).

### RNA isolation

Cultured cells were harvested, then centrifuged at 1500*g*, and cell pellets were used for RNA isolation. Cell pellets were homogenized in TRIzol using a hand-held pestle homogenizer and incubated in TRIzol for at least 5 min. Chloroform (1:5 ratio) was added, mixed well, and incubated at room temperature for 15 min. Samples were centrifuged at 12,000*g* for 15 min at 4 °C. The top aqueous layer was transferred to a clean tube, and the RNA was precipitated in 3 M NaAc pH 5.2 (10:1 ratio), 4 μl of glycogen (5 mg/ml), 100% isopropanol (1:1 ratio) overnight at − 80°C. The next day, the samples were centrifuged at 20,000*g* for 20 min at 4 °C. The resulting RNA pellet was washed in 75% ethanol, centrifuged at 7500*g* for 10 min at 4 °C. The washed RNA pellet was dissolved in nuclease-free water, quantified by NanoDrop, and the quality was confirmed by agarose gel electrophoresis.

### A-tailing RNase R treatment

Total RNA from HOG and M17 cells were treated for poly (A) tailing and with RNase R as described in the published method with modifications [32]. In brief, 3 μg of total RNA was subjected to poly (A) tailing in a 50 μL reaction using the poly (A) tailing kit (Thermo Fisher AM1350) following manufacturer’s instructions; 2 μL E-PAP and 40 U RNase inhibitor (Thermo Fisher Scientific N8080119) were also added to the reaction and incubated at 37 °C for 1 h. First, the RNAs were purified by the RNA Clean & Concentrator-25 (Zymo R1018) kit and eluted in 25 μL nuclease-free water. The RNAs were then treated with 5 U RNase R in 30 μL reactions which contained 25 μL of all RNA samples from A-tailing reaction, 3 μL 10× RNase R Buffer (0.2 M Tris–HCl (pH 8.0), 1 mM MgCl_2,_ and 1 M LiCl) and 1 μL RiboLock RNase Inhibitor (40 U/ μL) (Thermo Fisher Scientific EO0381). According to the manufacturer’s instructions, reactions were purified with RNA Clean & Concentrator-25 (Zymo Research R1018), and the RNA was eluted in 30 μL nuclease-free water. Then, the amount of RNAs (in 30 μL nuclease-free water) was used to prepare rRNA depleted RNA-seq library following the KAPA RNA HyperPrep Kit with RiboErase (HMR).

### Library preparation and high-throughput sequencing

For the rRNA-depleted RNA-seq library, sample quality was assessed by Bioanalyzer 2100 Eukaryote Total RNA Pico (Agilent Technologies, CA, USA) and quantified by Qubit RNA HS assay (Thermo Fisher). Ribosomal RNA depletion was performed with Ribo-zero rRNA Removal Kit (Illumina Inc., San Diego, CA) followed by NEBNext® Ultra™ II Nondirectional RNA Library Prep Kit for Illumina® per manufacturer’s recommendation. Library concentration was measured by qPCR, and library quality was evaluated by Tapestation High Sensitivity D1000 ScreenTapes (Agilent Technologies, CA, USA). Equimolar pooling of libraries was performed based on qPCR values. Libraries were sequenced on a HiSeq with a read length configuration of 150 PE, targeting 80M total reads per sample (40 M in each direction).

For small RNA-seq library, total RNA sample quality was assessed by RNA ScreenTape (Agilent Technologies Inc., CA, USA) and quantified by Qubit 2.0 RNA HS assay (Thermo Fisher, MA, USA). According to the manufacturer’s instructions, all library construction occurred according to the QIAseq miRNA Library (Qiagen, Hilden, Germany). The final library quantities were assessed by Qubit 2.0 (Thermo Fisher, MA, USA), and quality was assessed by TapeStation HSD1000 ScreenTape (Agilent Technologies Inc., CA, USA). The final library size was about 180 bp with an insert size of about 20 bp. Illumina® 8-nt single-indices were used. Equimolar pooling of libraries was performed based on QC values and sequenced on an Illumina® HiSeq (Illumina, CA, USA) with a read length configuration of 150 PE for 10M Single-ended reads per sample.

### Linear RNA quantification in HEK293T and SH-SY5Y cell

Paired-end reads from rRNA depleted RNA-seq for untreated, RNase R (K^+^) treated, RNase R (Li^+^) treated, and A-tailing RNase R (Li^+^) treated library were mapped to human genome assembly version (GRCh38/hg38) using TopHat2 version 2.1.1 with default parameter. Bam files were sorted according to genome coordinate by “samtools sort” and converted to bed file by “bedtools bamtobed” with flag “-split.” Bed files were sorted by “sort -k 1,1 -k2,2n” according to the instruction manual for bedtools. The genome coordinate of the last exon of each gene was extracted from gene structure annotation of hg38 and downloaded from the UCSC table using a homemade Perl script. Reads count for each last exon were counted by “bedtools coverage” with flag “-sorted -counts -split” from sorted bed file of each sample. Read counts for the last exon were then normalized to total sequencing reads and exon length as RPKM to stand for linear RNA expression level according to the following equation:

$$\mathrm{RPKM}=\frac{\mathrm{Reads}\ \mathrm{Count}\times \mathrm{1,000,000}\times 1000}{\mathrm{Total}\ \mathrm{Sequencing}\ \mathrm{Reads}\times \mathrm{Exon}\ \mathrm{Length}}$$

### Identification of candidate circRNAs

Candidate circRNAs for each rRNA-depleted RNA-seq sample were first identified individually by CIRCexplorer2, CIRIquant, find_circ, and MapSplice. For CIRCexplorer2, reads were mapped to hg38 by TopHat2 version 2.1.0 with flag “--fusion-search --keep-fasta-order --no-coverage-search --library-type fr-unstranded”. The output bam files were used for “CIRCexplorer2 parse” with flag “--pe -t TopHat-Fusion.” CircRNA were then annotated by “CIRCexplorer2 annotate” with default parameter. CIRIquant was used to identify candidate circRNAs with default parameters with bwa version 0.7.17, HISAT2 version 2.1.0, StringTie version 2.0.3, and Samtools version 1.9. find_circ was used to identify candidate circRNAs following its instruction using Bowtie 2 version 2.3.5.1 and Samtools version 1.9. MapSplice was used for circRNA identification with flag “--bam --fusion-non-canonical --min-fusion-distance 200.” These four software tools and parameters are integrated with CARP now and could be automatically run using “CARP CIRCexplorer2,” “CARP CIRIquant,” “CARP findcirc,” and “CARP MapSplice” with the proper configuration file.

### Confident circRNA identification and quantification

Candidate circRNAs identified by CIRCexplorer2, CIRIquant, find_circ, and MapSplice from all A-tailing samples were pooled together and annotated to their host transcripts. By using “CARP PseudoRef,” a 248-bp “pseudo-reference” was constructed for each circRNA flanking its back splicing junction site (± 149 bp) with 8 bp center sequence as “seed sequence.” Reference for linear isoform quantification was also constructed using the last exon of their host gene (referred hereafter as “the last reference”) by “CARP PseudoRef.” Using “CARP Mapping,” reads from A-tailing and untreated library were mapped to “pseudo reference” and “last reference” by Bowtie 2 using the default parameter. Reads mapped to “pseudo-reference” were compared with seed sequence by “CARP BSJreads” and mapped to genome and transcriptome by Bowtie 2 and TopHat2 using “CARP Remap,” respectively. Reads mapped to genome or transcriptome or did not precisely match the 8 bp “seed sequence” were considered linear isoform derived reads and removed from downstream analysis. Using “CARP ReadsCount,” the remaining reads were used for circRNA identification and quantification, while reads mapped to “last reference” were used for linear RNA quantification. CircRNAs with read counts less than 2 were excluded, and the ratio for read counts in the A-tailing RNase R library and the untreated library was calculated to differentiate RNase R-sensitive or resistant reads. Since linear RNAs, not circRNAs, can be degraded in the A-tailing library, the ratio distribution for linear RNA and circRNA should display a clear difference, as shown in Fig. 1f. We defined a cutoff for A-tailing/Control ratio according to ratio distribution of linear RNAs to ensure a ratio of > 95% linear RNA, which should be sensitive to A-tailing RNase R treatment are lower than this cutoff (Fig. 1f, dash line). CircRNAs which have a ratio higher than this cutoff were considered as confident circRNAs which should be resistant to A-tailing RNase R treatment. Therefore, we controlled the false discovery rate of confident circRNA to 0.05 by using this cutoff.

### CircRNA full-length construction and isoform switch detection

Read pairs that mapped to circRNA “body structure” or pseudo-reference were extracted to determine circRNA internal structure. Mapped reads spanning discontinuous regions in circRNA were regarded as “split reads” and were used to identify candidate junction sites in full-length circRNAs. Junction sites supported by more than two split reads were considered actual splicing sites in circRNA bodies and reported by CARP. The maximum read count for each junction and back splice junction (BSJ) was considered as the total expression level of this specific circRNA isoform, and the following equation calculated the proportion of each junction site:

$$\mathrm{Proportion}\ \mathrm{of}\ \mathrm{junction}\ \mathrm{site}=\frac{\mathrm{Reads}\ \mathrm{count}\ \mathrm{support}\ \mathrm{this}\ \mathrm{junction}\ \mathrm{site}}{\mathrm{Maximum}\ \left(\mathrm{Reads}\ \mathrm{count}\ \mathrm{of}\ \mathrm{each}\ \mathrm{junction}\ \mathrm{site}\ \mathrm{and}\ \mathrm{BSJ}\right)}$$

For downstream functional prediction, the proportion of each junction site of circRNAs was compared, and the dominant isoform of circRNAs was reported. For circRNA alternative splicing analysis, the proportion of each junction site was compared across samples by *t*-test, and *p*-value < 0.05 was considered significant alternative splicing events to cause circRNA isoform switch. CircRNA full-length construction and isoform switch prediction was conducted by “CARP CircAS” and “CARP CircIsoformSwitch.”

### Expression analysis for individual circRNA and circRNA cluster

CircRNA expression levels were normalized before differential expression analysis. Back splicing junction (BSJ) read counts (RC) for each circRNA were first calculated by counting reads mapped directly to a pseudo-reference to normalize circRNA expression in the A-tailing library. The following equation normalized RCs:

$$\mathrm{Normalized}\ \mathrm{RC}=\frac{\mathrm{BSJ}\ \mathrm{RC}\ \mathrm{in}\ \mathrm{A}-\mathrm{tailing}\ \mathrm{Library}}{\mathrm{Total}\ \mathrm{BSJ}\ \mathrm{RC}\ \mathrm{in}\ \mathrm{A}-\mathrm{tailing}\ \mathrm{Library}}\times \frac{\mathrm{Total}\ \mathrm{BSJ}\ \mathrm{RC}\ \mathrm{in}\ \mathrm{Control}\ \mathrm{Library}}{\mathrm{Total}\ \mathrm{Mapped}\ \mathrm{Reads}\ \mathrm{in}\ \mathrm{Control}\ \mathrm{Library}}$$

Differential analyses for individual circRNAs were conducted by a well-defined algorithm DESeq2 using normalized reads count integrated with “CARP DEcirc.” CircRNAs sharing a common 5′ donor site or 3′ acceptor site were defined as one circRNA cluster. Using “CARP CircCluster,” expression of the circRNA cluster was calculated as the total expression of each circRNA in this cluster. DE analysis of circRNA cluster was also conducted by DESeq2, and FDR < 0.05 was considered as significant circRNA cluster differential expression.

### Expression analysis of miRNA, mRNA, and pre-mRNA

Small RNA-seq data were mapped to miRNA database for miRNA quantification by miRge 2.0 to human miRNA database with the following parameter: “-sp human -ad AACTGTAGGCACCATCAAT -ai -gff -trf” [63]. Untreated rRNA depleted RNA-seq data were mapped to hg38 by TopHat2 with default parameter followed by gene expression quantification and differential expression analysis using Cuffdiff [76]. Pre-mRNA expression was quantified using an iRNA-seq package according to reads mapped to the intron sequence with flag “-g hg38 -count intron” [65]. Differential expression analysis for miRNA and pre-mRNA was performed by DESeq2, and FDR < 0.05 was considered a significant expression change.

### CircRNA-miRNA-mRNA network construction

Using “CARP CircNetwork,” miRNA binding sites in circRNA were predicted by targetscan_70 using full-length circRNA sequence [77]. The mRNA targets of these miRNAs were obtained from TargetScanHuman and ranked based on context++ scores [64]. Top targets for a specific miRNA were defined by weighted context++ score ranking higher than 90 percentile. Using “CARP miRTarget,” the log_2_ fold changes upon differentiation between top targets and random non-target genes were compared by *t*-test. Expression changes having a *p*-value < 0.05 were considered significant changes of miRNAs influences on their target mRNAs. To test whether these miRNA targets were regulated at transcription or post-transcription levels, the pre-mRNA log_2_ fold changes of top target and random non-target genes obtained by iRNA-seq package were also compared by *t*-test, and *p*-value > 0.05 showed no significant differences at the transcription level. CircRNA-miRNA-mRNA networks were constructed according to the predicted binding site and positive interplay among the circRNA-miRNA-mRNA axis.

### Absolute circRNA copy number determination

PCR products for the back spliced junction region of circSPATA13 were first obtained using a divergent primer (Additional file 4) and purified by E.Z.N.A.® Gel Extraction Kit. Then, the purified PCR product was serially diluted from 1 ng/μL to 10 pg/μL, and 1 μL aliquots were used for another round of qPCR using divergent primer. Finally, the copy number of templates used for qPCR was calculated by the following equation:

$$\mathrm{Copy}\ \mathrm{number}=\frac{c\times V\times Na}{M}$$

where *c* stands for the concentration of template used for qPCR, *V* represents the volume used for qPCR (1 μL), *M* represents the molecular weight of template calculated by its sequence, and *Na* represents Avogadro’s constant. A standard curve was generated for copy number and Ct value according to the copy number used for qPCR. Total RNA was extracted from 2.8 × 10^6^ HOG cells and quantified by NanoDrop to measure the circSPATA13 copy per HOG cell. An aliquot of 500ng RNA was reverse transcribed into cDNAs for real-time qPCR. The copy number of circSPATA13 per HOG cell was calculated according to the standard curve and Ct value then divided by total cell number. Further, using the copy number and average normalized reads count of circSPATA13 and normalized reads count values of all detected circRNAs in HOG cell RNA-seq datasets as references, we calculated the copy number for each detected circRNA in HOG cells (Additional file 5).

### CircSPATA13 knockdown in HOG

HOG cells were transfected with 200 pmol siRNA target junction site of circSPATA13 (AAGGAGAAGGAGGAGCCCGUG) and a negative control siRNA (Thermo Fisher Scientific, AM4611) for 48 h by using Lipofectamine 2000 (Invitrogen) following the manufacturer’s instructions. The pDsRed2-C1 plasmid was co-transfected into HOG cells to assess transfection efficiency. Expression of circSPATA13 and linear *SPATA13* were quantified by RT qPCR. Expression of miR-760 target include *MYC*, *HIST1H2BM*, *HIST1H3D*, and *HIST3H2A* were also quantified by RT qPCR with non miR-760 target *HERC6* as a negative control. Primer sequences were listed in Additional file 4.

### qPCR for mRNA and circRNA expression

Five hundred nanograms of RNAs from M17 and HOG cells was used to quantify mRNA expression in cells undergoing differentiation for qPCR analysis using SuperScript III (Invitrogen). For neuron differentiation and OL differentiation, markers were quantified using specific primers for M17 differentiation and HOG differentiation (Additional file 4). In addition, we quantified circRNA expression by qPCR analysis using 500 ng RNAs from HOG cells for reverse transcription with SuperScript III (Invitrogen). Randomly selected HOG enriched circRNAs with different expression levels were used for qPCR validation with a divergent primer (Additional file 4). Correlation of Ct value from qPCR and normalized reads count from RNA-seq data were conducted by cor function in R.

### A-to-I editing and RNA binding protein prediction

The dynamic regulation of A-to-I editing during HOG cell differentiation was calculated by CARP integrated Software for Accurately Identifying Locations Of RNA-editing (SAILOR) using untreated RNA-seq data, and significant A-to-I editing loci were obtained by *t*-test with *p*-value < 0.05 using “CARP CircAtoI” [60]. Regulated A-to-I editing events were overlapped with the *Alu* element downloaded from the UCSC table. RNA-binding protein binding site was from the CLIP-seq peaks file in K562 and HepG2 cells [57]. Common CLIP-seq peak regions from 2 replicates were used as confident binding sites and then overlapped with flanking intron of differentially expressed circRNA. Using “CARP CircRBP,” circRNAs with RBP binding sites in both upstream and downstream intron were regulated by specific RNA binding protein.

## Supplementary Information

**Additional file 1.** Figures S1-S8.

**Additional file 2.** Numbers of circRNAs identified by CIRCexplorer2, CIRIquant, find_circ, MapSplice and CARP.

**Additional file 3.** CircRNA list of each class detected by A-tailing RNase R method in HOG.

**Additional file 4.** Primer sequence for circRNAs and mRNAs qPCR validation.

**Additional file 5.** Estimated copy number of circRNAs detected in HOG by A-tailing RNase R method.

**Additional file 6.** Review history.

## Data Availability

All genome-wide sequencing datasets have been deposited to Gene Expression Omnibus (GEO) repository (GSE181729) [79]. Raw image of the Western blot is published in Mendeley Data (https://data.mendeley.com/datasets/btwnt7yb5m/1). CARP is open-source under an MIT license and public available on Github (https://github.com/YaoLabEmory/CARP) [80] and Zenodo (https://zenodo.org/record/5903550#.YfBHifXML0p) [81]. The software has been extensively tested on Linux.

# Supplementary material for: Accurate identification of circRNA landscape and complexity reveals their pivotal roles in human oligodendroglia differentiation
**Source:** Genome Biol. 2022 Feb 7;23:48. doi: 10.1186/s13059-022-02621-1
**Supplement:** Supplementary file 2 — Additional file 2. Numbers of circRNAs identified by CIRCexplorer2, CIRIquant, find_circ, MapSplice and CARP.

| Sample_Name | CIRCexplorer2 | CIRIquant | find_circ | MapSplice | BSJ Reads>1 | bona fide |
|-------------|---------------|-----------|-----------|-----------|-------------|-----------|
| M17D0AR_1   | 20085         | 52448     | 24249     | 11778     | 40863       | 38143     |
| M17D0AR_2   | 12972         | 33826     | 18927     | 6421      | 31583       | 30129     |
| M17D0AR_3   | 23629         | 60712     | 27861     | 13866     | 45930       | 43186     |
| M17D10AR_1  | 14363         | 36848     | 18038     | 7605      | 30553       | 28503     |
| M17D10AR_2  | 16017         | 40199     | 19877     | 8592      | 31954       | 29832     |
| M17D10AR_3  | 14984         | 37126     | 18975     | 7861      | 31217       | 29388     |
| HOGD0AR_1   | 23532         | 57431     | 26467     | 13327     | 44796       | 42213     |
| HOGD0AR_2   | 14966         | 36231     | 20715     | 7029      | 33976       | 32887     |
| HOGD0AR_3   | 21709         | 52496     | 24983     | 11980     | 42165       | 40583     |
| HOGD12AR_1  | 25715         | 62796     | 33248     | 14365     | 53185       | 50486     |
| HOGD12AR_2  | 21697         | 53341     | 25480     | 11829     | 42324       | 40420     |
| HOGD12AR_3  | 20900         | 50902     | 28791     | 10773     | 46768       | 45062     |
| M17D0_1     | 6720          | 18100     | 5338      | 2795      |             |           |
| M17D0_2     | 6862          | 19043     | 6461      | 2888      |             |           |
| M17D0_3     | 6903          | 18495     | 5676      | 2767      |             |           |
| M17D10_1    | 5340          | 14663     | 4503      | 2189      |             |           |
| M17D10_2    | 3680          | 10018     | 5154      | 1159      |             |           |
| M17D10_3    | 5682          | 15248     | 4792      | 2338      |             |           |
| HOGD0_2     | 6595          | 16913     | 5283      | 2571      |             |           |
| HOGD0_3     | 6685          | 17130     | 5407      | 2512      |             |           |
| HOGD0_4     | 6346          | 16556     | 5230      | 2357      |             |           |
| HOGD12_2    | 8477          | 21442     | 6655      | 3327      |             |           |
| HOGD12_3    | 8342          | 21066     | 6737      | 3323      |             |           |
| HOGD12_4    | 8456          | 21580     | 7309      | 3376      |             |           |

# Supplementary material for: Accurate identification of circRNA landscape and complexity reveals their pivotal roles in human oligodendroglia differentiation
**Source:** Genome Biol. 2022 Feb 7;23:48. doi: 10.1186/s13059-022-02621-1
**Supplement:** Supplementary file 4 — Additional file 4. Primer sequence for circRNAs and mRNAs qPCR validation.

| Target      | Forward Primer          | Reverse Primer          |
|-------------|-------------------------|-------------------------|
| ID3         | ACTCAGCTTAGCCAGGTGGA    | AAGCTCCTTTTGTGTTGGA     |
| CDCP1       | GTTCAAGCTGGAGGACAAGC    | CATGGCTCGCTCATTACTCA    |
| PDE4DIP     | GGAATTTTCGGGAGCTCCTAC   | TGGCGCAGTTCTTTTTCTTT    |
| TMEM97      | TTCTGTTTTGCGAGCTTG TG   | GAAACCACTGGCTTTGGAGA    |
| AURKB       | GGGAGAGCTGAAGATTGCTG    | GGCGATAGGTCTCGTTGTGT    |
| CREG1       | GCACAGACCAACTTCTGCAA    | AAGGCCAGGTTTTCATCTCA    |
| NES         | AACAGCGACGGAGGTCTCTA    | TTCTCTTGTCCTCGCAGACTT   |
| MMP2        | ATGACAGCTGCACCACTGAG    | ATTTGTTGCCCAGGAAAGTG    |
| circHIPK3   | GCCAGAGAATATTATGTTGGTGG | GTAGACCAAGACTTGTGAGGC   |
| circSPATA13 | CCCCTGGAAGCCACACAT      | GTCCTGGCACTCACACCT      |
| circZBTB46  | CTGAAGGCCGACGTGCTG      | CAGGTGCCGGTAGTG GGA     |
| circPEX6    | TGGGCAAGTAGAGATCCTGG    | GCTGTAGTGGGGAGAAGACA    |
| HERC6       | CACTGGTCAGGTGGTATCTTT   | GCAGAAATCAGGCAGCTAATG   |
| SPATA13     | TTCCTGAAGACTCGGTTGCT    | CATACAAGCTGACCCACCT     |
| MYC         | GGCTCCTGGCAAAAGGTCA     | CTGCGTAGTTGTGCTGATGT    |
| HIST1H2BM   | GAAAGAAGCGCAAACGCAG     | TGATTCCCATAGCCTTGGAAGA  |
| HIST1H3D    | CCATTCCAGCGTCTAGTCCG    | TCTGAAAACGCAGATCAGTCTTG |
| HIST3H2A    | GGTCGTGGTAAGCAGGGTG     | CGCTCCGAATAGTTGCCCTT    |

# Supplementary material for: Accurate identification of circRNA landscape and complexity reveals their pivotal roles in human oligodendroglia differentiation
**Source:** Genome Biol. 2022 Feb 7;23:48. doi: 10.1186/s13059-022-02621-1
**Supplement:** Supplementary file 5 — Additional file 5. Estimated copy number of circRNAs detected in HOG by A-tailing RNase R method.

chr18:70047970-70075541

6

RTTN

How the deposited data were processed for this re-analysis (not part of the article)

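The data were 8 rRNA-depleted RNA-seq libraries, 1 for each of 4 treatments of total RNA (untreated, RNase R (K+), RNase R (Li+) and A-tailing RNase R (Li+)) in each of 2 cell lines, HEK293T and SH-SY5Y. The treatment of each library was taken from the sample labels and matched to the treatments in the paper's methods. The authors mapped the paired-end reads to GRCh38/hg38 with TopHat2 at default parameters, counted the reads on the last exon of each gene, taken from a UCSC gene table, with bedtools coverage, and deposited RPKM values, that is, reads scaled to the exon length and to the total sequencing reads. The version of the gene table and the handling of reads that fit several places are not given in the paper's text. The counting did not use strand, so genes that overlap on opposite strands share reads. Each deposited table lists 26475 genes by symbol.

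Low RPKM values of 1 gene are whole multiples of what 1 read is worth, and this was used to recover the total reads of each library and the reads behind each value. Totals were set from 965 microRNA genes, of which 929 (96.3%) gave the common totals. Of 10835 low genes, 98.0% had a whole length. Of 22912 genes above 0 in at least 1 library, reads were recovered for 22910. The length behind the values was 150 bases longer than the annotated last exon, while the equation in the methods names the exon length alone. For 48.3% of genes with reads, the divisor was that of an annotated last exon plus 150 bases. The recovered reads were used for counting intervals and shares of reads, and every change was computed from the deposited values. On simulated values with known answers, all 8 read numbers came back for 98.0% of 2000 genes and for 99.9% of the 884 genes with a mean of 1 RPKM or more.

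Gene classes and positions came from GENCODE 44 on GRCh38. Of the symbols, 23908 matched unchanged and 1389 through an older symbol, 95.6% in all, and 1150 did not match. A further 28 were date-like names left by a spreadsheet and were not matched either. The values of 2 repeated symbols were averaged. Positions are those of the last exon of the annotated transcript whose length equals the authors', or else of the canonical transcript, whose last exon can differ from the one the authors counted. GC content and G4 motifs were taken from the same exons. The same limit thus holds for the G4 genes and for every comparison that uses GC content. A G4 gene is a protein-coding gene whose last exon holds 4 runs of at least 3 guanines with loops of 1 to 7 bases on the transcribed strand, histone genes left out. Histone genes and the other lists were selected by symbol, and long noncoding RNAs by the gene type in the annotation. Lists were also made of small nucleolar and Cajal body RNAs, ribosomal protein genes, microRNA genes (precursors and hosts), long noncoding RNAs, polyadenylated histone variants and abundant structured RNAs without a poly-A tail. A list of mitochondrially encoded genes matched 0 symbols. Of the structured RNAs, 12 were measured in HEK293T, with a median log2 change of 0.03 from RNase R (Li+) to A-tailing (interval -2.23 to 0.76), and 11 in SH-SY5Y, with a median of -0.01 (-3.52 to 1.50), where the same-sum scaling gave 1.18 and 1.62 and median-of-ratios scaling turned the HEK293T median to -0.12. Of the long noncoding RNAs, 340 were measured in HEK293T and 367 in SH-SY5Y, with median log2 changes from untreated to A-tailing of -0.94 (-1.24 to -0.56) and -0.24 (-0.61 to 0.03), which median-of-ratios scaling turned to 0.58 and 0.98 and the same-sum scaling turned to 0.58 in SH-SY5Y.

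Changes were computed as differences of log2(RPKM + 0.1) over genes with a mean of at least 1 RPKM over the 4 libraries of the cell line. With 1 library per treatment there was no test between treatments, and no p-value was computed. The paper's text and Fig. 1 give p-values of a t-test over genes, which are not computed here. Shares have Wilson intervals and medians have order-statistic intervals, each at 95% over genes. The median of a list was compared with 10000 random lists of the same size drawn from mRNAs in 20 bins of mean expression or of GC content. On simulated values, a list of genes lowered 2-fold had a median of -0.98 over 193 genes, with 0 of 10000 random lists as low, and an unchanged list of 200 genes had a median of 0.00, with 6601 random lists as low. Single genes have an interval from their read numbers. A gene with 3 reads or fewer counts as not detected. The analysis used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1.

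The named genes are those the paper names for this experiment and, for each of 4 comparisons (RNase R (K+) against untreated, RNase R (Li+) against RNase R (K+), A-tailing against RNase R (Li+), and A-tailing against untreated), the 2 protein-coding or histone genes that fell most and the 2 that rose most. They were taken from the genes with a mean of at least 5 RPKM in both cell lines and a change of the same sign in both, ranked by the smaller of the changes in the 2 cell lines. This rule, the gene lists above, the comparisons and all but 2 of the alternatives were set before the data were examined. The use of these alternatives for the share of mRNAs lowered in RNase R (Li+), and the matching of G4 genes on GC content, were added afterwards. The alternatives were a pseudocount of 0.01 or 1, scaling to the same sum over all listed genes, median-of-ratios scaling, no filter on low values, a mean of at least 5 RPKM, the highest of repeated rows, a 4-fold threshold or any fall, all listed genes in place of mRNAs, G4 loops of 1 to 3 or 1 to 12 bases, and histone genes without repeated symbols. The lists of neuroblastic, substrate-adherent and S-phase marker genes used in the closing observations were written after the data had been seen. Circular RNA was not analysed here.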

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

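All tests in this part were chosen after the result was seen, except the comparison of microRNA genes inside introns with those outside other genes and that of microRNA genes with random lists of the same GC content. With 1 library per treatment and cell line, no difference between the cell lines was tested against replicates.

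The G4 genes changed in opposite directions in the 2 cell lines between untreated RNA and RNase R (Li+). Their median log2 change was -0.46 in HEK293T and 0.10 in SH-SY5Y, a difference of 0.56. With A-tailing the medians were -0.13 and 0.28, a difference of 0.42. The values are per total reads, and the libraries differ in what those reads hold. Under median-of-ratios scaling, the medians were 1.27 and 1.31 in RNase R (Li+) and 1.44 and 1.52 with A-tailing. The differences between the cell lines then shrank to 0.040 and 0.083, within the intervals of the medians. Under the same-sum scaling both medians were below 0 in RNase R (Li+), at -1.16 and -0.66, and both above 0 with A-tailing, at 0.66 and 1.10, and the differences stayed at 0.50 and 0.44. The signs thus depend on the scaling, while the difference closed under one scaling and stayed under the other. An effect of the scaling to total reads and a difference between the cell lines in the G4 RNAs themselves cannot be told apart, because no spike-in enters these values to decide between the scalings.

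Histone mRNAs changed in opposite directions between RNase R (K+) and A-tailing RNase R (Li+). The median was -0.77 in HEK293T (45 of 52 genes lower) and 1.33 in SH-SY5Y (62 of 64 higher), a difference of 2.10. Under median-of-ratios scaling the medians were -0.01 and 1.64 and the difference was 1.65. It was 2.15 under the same-sum scaling, so neither scaling closed it. With no spike-in, a scaling that would close it cannot be excluded. Counts summed over histone genes were 0.566% of total reads in untreated SH-SY5Y and 0.778% in RNase R (K+) of HEK293T. In the RNase R (K+) library of SH-SY5Y they were 0.0574%. The same library was low in S-phase genes, whose median from RNase R (Li+) to RNase R (K+) lay below that of random lists of the same GC content by 1.56 (a difference of -1.56 on the log2 scale). Fewer S-phase cells behind this library may thus explain part of the difference, which stays a hypothesis. The medians of the cell lines differed by -2.09 from untreated RNA to RNase R (K+), so that step can hold the difference. A property of the SH-SY5Y RNase R (K+) library and a response of the cell line to this treatment cannot be told apart, because each rests on the same library.

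Small nucleolar and Cajal body RNAs had medians of -0.57 in HEK293T (155 of 210 genes lower) and 0.36 in SH-SY5Y (147 of 228 higher) from RNase R (K+) to A-tailing, a difference of 0.93. Median-of-ratios scaling turned the HEK293T median to 0.18, with 0.66 in SH-SY5Y. The remaining difference, 0.48, is larger than the intervals of the medians allow. Under the same-sum scaling the signs stayed opposite, at -0.52 and 0.46. Neither scaling closed the difference, but with no spike-in a scaling that would close it cannot be excluded. Under these scalings, the RNase R (K+) library of SH-SY5Y does not account for the whole of the difference. From untreated RNA to RNase R (K+) the medians differed by only -0.198, and by -0.11 under median-of-ratios scaling and -0.23 under the same-sum scaling. This leaves 0.73 of the difference as deposited, 0.37 under median-of-ratios scaling and 0.75 under the same-sum scaling, where the intervals allow 0.35, a narrow margin for median-of-ratios scaling. From untreated RNA to A-tailing, a comparison without that library, the medians were -0.56 (-0.79 to -0.29) and 0.25 (-0.19 to 0.64). There the HEK293T median turned above 0 under both other scalings. The medians were 1.01 and 1.48 under median-of-ratios scaling and 0.22 and 1.07 under the same-sum scaling. With 1 library each, a difference between the cell lines and one between the other libraries stay open.

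Ribosomal protein genes had medians of -1.09 in HEK293T (67 of 75 lower) and 0.13 in SH-SY5Y (50 of 76 higher) from RNase R (K+) to RNase R (Li+), a difference of 1.22. Under median-of-ratios scaling they were -0.16 and 0.43, and 0.592 of the difference was left. Under the same-sum scaling both medians were below 0, at -2.58 and -1.40. The medians of the cell lines differed by -0.681 from untreated RNA to RNase R (K+). This leaves 0.54 of the difference as deposited, 0.47 under the same-sum scaling and 0.0072 under median-of-ratios scaling. The intervals of the medians allow 0.62, so that step can hold the difference or only part of it. A property of the SH-SY5Y RNase R (K+) library and a response of the cell line to this treatment cannot be told apart, since 1 library holds both.

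MicroRNA genes (precursors and hosts, by symbol), a class that Fig. 1 plots and the paper's text on this experiment does not discuss, were higher than untreated after each of the 3 treatments in both cell lines. With A-tailing the median log2 change was 0.72 in HEK293T (150 of 236 genes higher) and 1.24 in SH-SY5Y (209 of 290 higher). After RNase R (Li+) it was 0.25 in HEK293T, which turned to -0.42 under the same-sum scaling. The other medians stayed above 0 under each scaling. The GC content of these exons, with a median of 58.8% in HEK293T and 58.9% in SH-SY5Y, does not explain the whole rise with A-tailing. Random lists of mRNAs of the same GC content rose too, with medians of 0.14 in HEK293T and 0.53 in SH-SY5Y, against 0.74 and 1.25 for the 233 and 287 microRNA genes with a known GC content. The microRNA genes lay above these lists by 0.596 in HEK293T and by 0.719 in SH-SY5Y, and 0 of 10000 lists were as high in either, so GC content can account for part of the rise only. Intron lariats, which the paper counts among its circRNAs in HOG cells, are a candidate source. A comparison of the 66 microRNA genes inside introns with those outside other genes, a difference of -0.74 in HEK293T, and of 82 with those outside in SH-SY5Y, a difference of -0.27, decides nothing, because only 3 and 7 of them lie outside other genes. Those inside introns rose more than those that overlap an exon of another gene, with medians of 1.35 (1.00 to 1.62) against 0.47 (0.02 to 0.89) in HEK293T and of 1.74 (1.30 to 2.16) against 1.09 (0.71 to 1.39) in SH-SY5Y, where the intervals overlap. Whether lariats explain the rise stays undecided.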

How the results depend on the processing

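The results behind the 4 conclusions, and the share of mRNAs lowered in RNase R (Li+), each in both cell lines, were recomputed under 106 alternatives in all. In 45 the value stayed within its interval, in 59 it moved beyond it with the same direction, and in 2 it reversed. The division by exon length without the 150 added bases, and the G4 motif anywhere in the spliced transcript, were added after the data had been seen, and neither moved a value beyond its interval. All alternatives for RNase R (Li+) were also added after the data had been seen. In the other cases below, unless the alternative's own construction shows the cause, the cause was not tested. Values are given for HEK293T and then SH-SY5Y.

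The share of mRNAs at least 2-fold lower in RNase R (K+) than untreated (56.1% and 57.0%) was 49.9% and 50.4% with a pseudocount of 1, 39.2% and 43.5% with libraries scaled to the same sum, 36.4% and 39.2% with median-of-ratios scaling, 45.1% and 47.1% with no filter on low values, 52.4% and 53.1% for a mean of at least 5 RPKM, and 52.9% and 53.5% over all listed genes. By construction it was larger for any fall, 78.4% and 75.3%, and smaller at a 4-fold threshold, 33.7% and 38.3%. The share with A-tailing (65.0% and 56.9%) was, in the same order, 60.1% and 51.7%, 53.1% and 45.3%, 41.9% and 38.8%, 53.9% and 50.2%, 59.2% and 48.3%, 62.3% and 53.8%, 81.1% and 73.1%, and 50.0% and 42.3%. The share in RNase R (Li+) (68.8% and 56.9%) was, in this order, 62.8% and 51.3%, 81.1% and 70.4%, 41.1% and 37.6%, 57.0% and 50.1%, 62.9% and 47.2%, 66.0% and 53.8%, 86.0% and 74.8%, and 52.0% and 41.1%.

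Median-of-ratios scaling reversed the fall of the G4 genes from RNase R (K+) to RNase R (Li+) (-0.71 and -0.26), to 0.18 and 0.030. This scaling sets the median gene near no change: it shifted every gene by 0.94 in HEK293T and by 0.30 in SH-SY5Y in this comparison. Relative to the median of all listed genes, -0.89 and -0.22, the G4 genes as deposited lay higher in HEK293T and lower in SH-SY5Y. The G4 medians were -0.50 and -0.19 with a pseudocount of 1, -2.14 and -1.73 with the same-sum scaling, which shifted every gene by -1.51 and -1.54, and -0.80 and -0.45 with loops of 1 to 3 bases. With no filter the HEK293T median was -0.56, and for a mean of at least 5 RPKM the SH-SY5Y median was -0.081.

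The fall of histone mRNAs from RNase R (Li+) to A-tailing (-2.30 and -4.08) kept its direction under every alternative tried. It was -0.76 and -2.45 with the same-sum scaling, which shifted every gene by 1.56 and 1.63, and -1.77 in HEK293T with no filter. Leaving out repeated symbols, and keeping the highest of repeated rows, removed no gene that mattered and moved nothing.

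Of the named genes, 10 values reversed in 256 recomputed values, and 137 moved beyond their counting interval. Under median-of-ratios scaling, ACTB turned to 0.49 from K+ to Li+ and to -0.12 from Li+ to A-tailing in HEK293T, HIST1H4J turned to 0.53 and 0.023 from untreated to A-tailing, and SMARCA5 turned to 0.062 from K+ to Li+ in SH-SY5Y. Under the same-sum scaling, SMARCA5 turned to 0.65 and 0.74 from Li+ to A-tailing. In SH-SY5Y, ACTB turned to -0.45 from K+ to Li+ and to 1.44 from Li+ to A-tailing, and SH3BP5 turned to 1.30 from Li+ to A-tailing.

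Depth limits the lowest values. SMARCA5 with A-tailing rests on 121 and 120 reads, and the added 0.1 RPKM understates its fall.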

Differences from the paper's values

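The paper's values for this experiment are p-values of a t-test over genes, which were not computed here, so no pair of values can be set side by side. Several directions the paper states differ from the values above.

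The paper states that histone mRNAs are degraded only when A-tailing and RNase R are combined. In the deposited values, 50 of 52 histone mRNAs in HEK293T (median -1.38) and 64 of 64 in SH-SY5Y (median -3.47) were lower in RNase R (K+) than untreated. The SH-SY5Y RNase R (K+) library also differed from the other SH-SY5Y libraries in genes other than histones (a difference of -1.56 for S-phase genes, under other observations), and its fall is given as a difference between these libraries. With median-of-ratios scaling, an alternative set before the data were examined, these medians were -0.50 and -2.49, and with the same-sum scaling they were -0.61 and -2.74. HIST1H4J, the paper's example, changed by 0.15 in HEK293T and by -2.30 in SH-SY5Y in that comparison. In RNase R (Li+) alone, the HEK293T median of 0.11 lay within an interval that includes no change, and the SH-SY5Y median was 1.89.

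The paper states that RNAs with G4 structures are efficiently degraded on switching from K+ to Li+ buffer. G4 genes selected by motif fell from K+ to Li+ in both cell lines, and in HEK293T they fell less than random mRNAs of the same mean expression (-0.71 against -0.90). Against random mRNAs of the same GC content, a comparison chosen after the values had been seen, they fell more in both cell lines (-0.71 against -0.58 and -0.26 against -0.08, with 0 of 10000 lists as low). In SH-SY5Y their median in Li+ was 0.10 above untreated. With median-of-ratios scaling, which sets the median gene near no change, they did not fall from K+ to Li+ (0.18 and 0.03). With the same-sum scaling they fell further (-2.14 and -1.73), and so did the other mRNAs (-2.30 and -1.62). Whether the G4 genes fell thus depends on the scaling. SH3BP5, the paper's example, fell in both cell lines.

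The paper's legend states that A-tailing gave the best removal of linear RNA. The share of mRNAs at least 2-fold lower than untreated was 65.0% with A-tailing against 68.8% in RNase R (Li+) in HEK293T, and 56.9% against 57.0% in RNase R (K+) in SH-SY5Y. By the sum of mRNA RPKM left, A-tailing was lowest in HEK293T, at 27.7% of untreated, and in SH-SY5Y RNase R (K+) was lower, at 29.8% against 33.5%. In HEK293T, median-of-ratios scaling put A-tailing first, at 41.9% against 41.1% in RNase R (Li+) and 36.4% in RNase R (K+). RNase R (Li+) stayed first there under the other alternatives tried. The share in RNase R (Li+) was recomputed after the values had been seen. In SH-SY5Y, A-tailing came first with a pseudocount of 1 (51.7%, against 50.4% in RNase R (K+) and 51.3% in RNase R (Li+)), with no filter (50.2% against 47.1% and 50.1%), at a 4-fold threshold (42.3% against 38.3% and 41.1%) and, in an alternative chosen after the values had been seen, per exon length without the 150 added bases (57.2% against 56.9% and 57.0%). Over all listed genes it lay above RNase R (K+) (53.8% against 53.5%), with 53.8% in RNase R (Li+) as well. With the same-sum scaling it lay above RNase R (K+) and below RNase R (Li+) (45.3% against 43.5% and 70.4%). It was below RNase R (K+) with median-of-ratios scaling, with a pseudocount of 0.01, with the highest of repeated rows, for a mean of at least 5 RPKM and for any fall.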

Other observations

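The tests in this part were chosen after the result was seen, except that of read depth in the next paragraph.

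The change from untreated RNA to RNase R (K+) was shared less between the cell lines than the other changes. Across 7267 mRNAs, Pearson's r was 0.908 for RNase R (K+), 0.972 for RNase R (Li+) and 0.979 for A-tailing. Of the mRNAs, 55 were at least 4-fold higher in RNase R (K+) than in every other SH-SY5Y library, against 7 in HEK293T. The RNase R (Li+) libraries went the same way, with 29 such mRNAs in SH-SY5Y and 5 in HEK293T, and those with A-tailing had 0 in both. Low read numbers do not explain this, since r over the 1555 mRNAs with a mean of at least 5 RPKM was 0.932, against 0.974 for RNase R (Li+). A trend on GC content does not either, since r was 0.802 without the trend, against 0.913. The library is not one of HEK293T, because 76 genes above 5 RPKM in untreated SH-SY5Y and under 0.1 RPKM in untreated HEK293T had a median of 2.00 RPKM in it and of 0.0147 RPKM in RNase R (K+) of HEK293T. HEK293T RNA mixed into it is argued against by 65 genes with the opposite pattern, whose median was 0.102% of their median in RNase R (K+) of HEK293T.

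A different culture behind the SH-SY5Y RNase R (K+) library is a hypothesis that stays open, and not the only 1. RNA of a cell line other than HEK293T and the RNase R digestion of this library were not tested. Lists of 28 substrate-adherent (mesenchymal), 26 neuroblastic and 30 S-phase marker genes were written after the data had been seen, and SH-SY5Y expresses 14, 22 and 29 of them. From RNase R (Li+) to RNase R (K+) in SH-SY5Y, the median log2 change of the substrate-adherent markers lay above that of random lists of the same GC content by 2.53. The difference from random lists was -1.86 for the neuroblastic markers and -1.56 for the S-phase genes. A scaling shifts the markers and the random lists alike. In HEK293T the differences were 0.11 for 6 substrate-adherent markers and 0.27 for the 30 S-phase genes, and too few neuroblastic markers (2) were measured. VIM was at 58.7 RPKM untreated, 18.5 RPKM in RNase R (K+) and 2.04 RPKM in RNase R (Li+) in SH-SY5Y, against 62.5, 3.77 and 1.44 RPKM in HEK293T. YAP1 was at 0.449, 3.47 and 0.0399 RPKM in SH-SY5Y, higher than untreated in RNase R (K+), and at 7.00, 6.99 and 0.379 RPKM in HEK293T. CHGA was at 48.5, 2.10 and 50.97 RPKM and DBH at 27.7, 2.09 and 83.1 RPKM in SH-SY5Y. In SH-SY5Y all 14 substrate-adherent markers measured were higher in RNase R (K+) than in RNase R (Li+), and 26 of 29 S-phase genes were lower. In HEK293T all 6 substrate-adherent markers measured were higher too, so their direction alone does not set the SH-SY5Y library apart. Of the 30 S-phase genes, 25 were higher in HEK293T. The neuroblastic markers went both ways in SH-SY5Y. Of these 22 genes 6 were higher in RNase R (K+), and the interval of their median change, -2.59 to 0.09, includes no change. HAND2 was at 59.4 RPKM in RNase R (K+) and 37.3 RPKM in RNase R (Li+), ELAVL4 at 7.98 and 5.15 RPKM, and SCG2 at 2.90 and 2.28 RPKM. The substrate-adherent markers CTGF, ANXA1 and PRRX1 were listed at 0 in all 4 SH-SY5Y libraries and say nothing either way. The values are consistent with more substrate-adherent and fewer dividing cells behind that library, from the same data that raised the question. A loss of neuroblastic cells is less clear, since some of their markers did not fall. If the cultures differed, comparisons in SH-SY5Y that take in RNase R (K+), those of G4 genes and of histone mRNAs included, hold a difference between cultures as well as one between buffers.

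The fall of G4 genes depends on what they are compared with. Matched on GC content of the last exon in place of mean expression, random mRNAs had a median of -0.58 from RNase R (K+) to RNase R (Li+) in HEK293T and of -0.08 in SH-SY5Y. The G4 genes lay below these by -0.13 in HEK293T and -0.18 in SH-SY5Y, and 0 of 10000 lists were as low in either. In each of 5 groups of mRNAs with rising GC content, the median of the G4 genes lay below that of the others, with a difference of -1.04 in the lowest and -0.06 in the highest group in HEK293T and of -0.87 and -0.03 in SH-SY5Y. In the highest group in SH-SY5Y both medians were above 0, at 0.07 for the G4 genes and 0.09 for the others, so neither fell. These groups held 67, 587, 81 and 606 G4 genes. A candidate explanation is that the weaker fall of GC-rich mRNAs hides the fall of the G4 genes when lists are matched on mean expression alone.

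From untreated RNA to A-tailing, the loss of mRNAs followed the GC content of the last exon, with a Spearman's rho across genes of 0.851 in HEK293T and 0.843 in SH-SY5Y. GC-poor last exons lost the most. Mean expression is not the reason, since the lowest rho within 4 groups of mRNAs of similar mean expression was 0.776 in HEK293T and 0.776 in SH-SY5Y. A GC bias of library preparation or sequencing that acts on every kind of RNA alike is argued against by the small nucleolar and Cajal body RNAs. Over their range of GC content, their change rose by 0.66 on the log2 scale per 10 percentage points of GC content in HEK293T (interval 0.29 to 1.00) and by 0.96 in SH-SY5Y (0.55 to 1.42), against 1.74 (1.70 to 1.77) and 1.67 (1.63 to 1.70) for mRNAs. A smaller bias of this kind stays open, and so does a resistance of GC-rich RNA to RNase R, which was not tested. The long noncoding RNAs rose by 1.33 (1.04 to 1.63) and 1.39 (1.14 to 1.66), and the microRNA genes by 1.22 (0.67 to 1.77) and 1.21 (0.78 to 1.68).

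In HEK293T the median mRNA was higher with A-tailing than in RNase R (Li+) alone, by 0.18 on the log2 scale. Counts summed over histone genes and structured RNAs without a poly-A tail were 16.8% of total reads in RNase R (Li+) and 2.74% with A-tailing. Taken as shares of reads, their loss would shift every other RNA by 0.226. Reads that fit several genes can count more than once in such sums, as may hold for HIST2H4A and HIST2H4B, so the shift is approximate. The freed reads may therefore explain part or all of the rise. The same sums do not explain why SH-SY5Y changed by only 0.03, since the shift there was 0.227, with 16.3% and 2.05%. Counts summed over the ribosomal RNA genes listed, with the same limit, moved in opposite directions in the same step. As a percent of total reads, they went from 13.7% in RNase R (Li+) to 12.1% with A-tailing in HEK293T. In SH-SY5Y they went from 10.6% to 12.4%. They were 3.30% and 4.39% in the untreated libraries.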
